# Three distinct developmental pathways for adaptive and two IFN-γ-producing γδ T subsets in adult thymus

**DOI:** 10.1038/s41467-017-01963-w

**Published:** 2017-12-04

**Authors:** Terkild Brink Buus, Niels Ødum, Carsten Geisler, Jens Peter Holst Lauritsen

## Abstract

Murine γδ T cells include subsets that are programmed for distinct effector functions during their development in the thymus. Under pathological conditions, different γδ T cell subsets can be protective or can exacerbate a disease. Here we show that CD117, CD200 and CD371, together with other markers, identify seven developmental stages of γδ T cells. These seven stages can be divided into three distinct developmental pathways that are enriched for different TCRδ repertoires and exhibit characteristic expression patterns associated with adaptive (γδTn), IFN-γ-producing (γδT1) and IFN-γ/IL-4-co-producing γδ T cells (γδNKT). Developmental progression towards both IFN-γ-producing subsets can be induced by TCR signalling, and each pathway results in thymic emigration at a different stage. Finally, we show that γδT1 cells are the predominating IFN-γ-producing subset developing in the adult thymus. Thus, this study maps out three distinct development pathways that result in the programming of γδTn, γδT1 and γδNKT cells.

## Abstract (web summary)

Mouse γδ T cells have diverse functional subsets, but how these subsets are programmed during their development is still unclear. Here the authors show that three surface markers, CD117, CD200 and CD371, refine the development of γδ T cells in the thymus into three pathways programming distinct γδ T cell subsets.

## Introduction

γ δ T cells are a heterogeneous population with diverse effector functions during anti-microbial and anti-tumoural responses^1–3^. γδ T cells show great promise in anti-tumour immunotherapy^4^. However, while cytotoxic and IFN-γ-producing γδ T cell effector subsets elicit potent anti-cancer effects, other γδ T cell effector subsets have pro-oncogenic functions and are associated with poor prognoses^4, 5^.

Unlike conventional αβ T cells, the effector functions of some γδ T cells are programmed during their development in the thymus^1^. The γδ T cell effector subsets can be divided based on their ability to produce either IL-17 (γδT17), IFN-γ (γδT1) or both IL-4 and IFN-γ (γδNKT)^1^. Whereas both of the IFN-γ-producing subsets γδT1 and γδNKT have been shown to be dependent on strong T cell receptor (TCR) signals during their development, γδT17 cells have been reported to develop in the absence of TCR ligand selection^6–9^. Additionally, studies have identified a population of γδ T cells that exhibit adaptive-like characteristics. Analogous to conventional αβ T cells, these adaptive γδ T cells are believed to be exported from the thymus as naive (γδTn) cells that require peripheral priming for functional development, and can establish long-lasting TCR-dependent memory^2, 10–13^. While the development of γδTn cells is still largely undescribed, they have been suggested to develop in the absence of TCR ligand selection and to be exported with a naive (CD62L^+^CCR7^+^CD44^−^) surface phenotype^12, 14, 15^.

The development of γδ T cells is initiated in the foetus and continues throughout life. Foetal and adult γδ T cell development may be considered two distinct systems that involve distinct progenitor waves^16, 17^ and require specialised thymic microenvironments^6, 18^, expressing distinct γδTCR repertoires and resulting in distinct effector subsets[18–21]. The dendritic epidermal T cell (DETC) subset, the natural γδT17 subset and a majority of the γδNKT subset develop only during foetal and perinatal life^18, 21, 22^. In adult mice, the effector subsets that develop are predominantly adaptive γδTn cells and IFN-γ-producing γδT1 and γδNKT cells, most of which utilise either the Vγ1.1 or the Vγ2 segment in their TCR^23^ (V segment nomenclature as in ref. ^24^).

αβ T cell progenitors can be divided into several distinct subpopulations based on their surface marker expression. These different subpopulations are correlated with distinct development checkpoints. By contrast, few surface markers have been identified on developing γδ T cells^25^. Most studies have solely used CD24 to distinguish immature (CD24^high^) and mature (CD24^low^) γδ thymocytes. Previous studies have further shown that CD25 marks a small population of highly immature γδTCR-expressing progenitors, and that CD73 marks γδ thymocytes that are committed to the γδ lineage^8, 26, 27^.

Over the years, advances have been achieved in our understanding of how IL-17 vs. IFN-γ programming is determined in the thymus. This includes the identification of robust surface markers that distinguish IL-17 and IFN-γ-producing cells in the periphery and the perinatal thymus^6–9, 28–30^. However, in the adult thymus, where most of the γδ thymocytes are CD24^high^, these markers primarily mark terminally differentiated or long-lived effector cells reminiscent of the perinatal stage, which are CD24^low^ ^18,31,32^. These differences between γδ T cell development in the foetal and adult thymus and the scarcity of surface markers dividing the CD24^high^ population, prompted us to identify additional surface markers to further segregate developing γδ T cells in the adult thymus.

In this study, we characterise CD117, CD200 and CD371 as surface markers that are expressed during γδ T cell development. Together with CD24, CD25 and CD73, these markers establish seven distinct development stages that are found in both the Vγ1.1^+^ and Vγ2^+^ subset. These seven stages can be divided into three pathways exhibiting different global gene transcription, including the expression of cytokines and transcription factors associated with γδTn, γδT1 and γδNKT cells. We show that cells within the three identified pathways display distinct TCRδ repertoires, and that progression through the pathways resulting in IFN-γ-producing effector cells can be induced by TCR signalling. Blocking thymic emigration causes an accumulation of γδ T cells at three stages representing the thymic end points of each pathway. The surface phenotypes of these end points indicate that γδTn and γδT1 cells are exported while still expressing CD24. Finally, although γδNKT cells are the major IFN-γ-producing subset in the thymus during homoeostasis, we show that γδT1 cells are the predominant IFN-γ-producing subset undergoing development in the adult thymus. Thus, this study maps out three distinct developmental pathways that result in programming of γδTn, γδT1 and γδNKT cells.

## Results

### Identification of additional markers of γδ development

Studies of how and when different γδ thymocytes branch off and diverge towards different effector fates have been hampered by the scarcity of surface markers distinguishing different γδ thymocyte development stages in the adult thymus^25^. To identify additional development markers, we analysed our previously published data set, GSE75920^31^, for genes encoding surface proteins that are differentially expressed by the CD24^high^CD73^−^ and CD24^high^CD73^+^ populations in both the Vγ1.1^+^ and Vγ2^+^ subsets (Fig. 1a, b and Supplementary Fig. 1a–c). Surface expression of the gene products was verified by flow cytometry yielding three markers that can further segregate CD24^high^ γδ thymocytes: CD117 (c-Kit), CD200 (OX-2) and CD371 (Clec12a) (Fig. 1c–e).

**Fig. 1:**
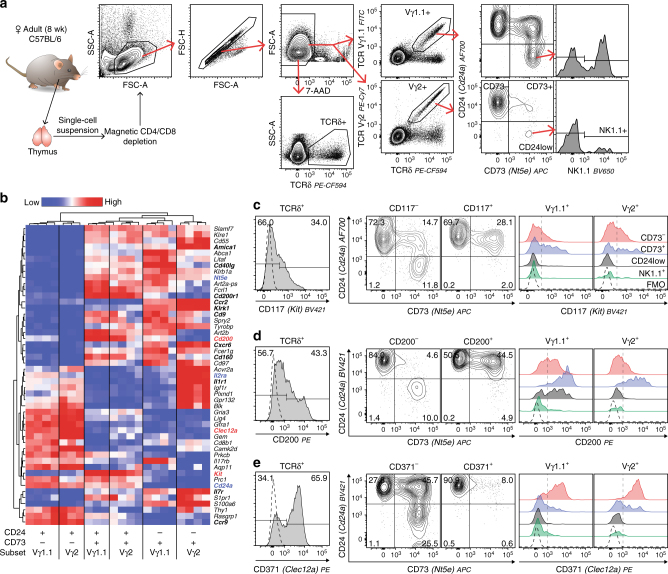
CD117, CD200 and CD371 are differentially expressed during γδ T cell development. **a** Gating strategy for analysis of surface makers within the total TCRδ^+^, the Vγ1.1^+^ and the Vγ2^+^ subsets. **b** Heat map of genes encoding surface-expressed proteins (GO:0009986 or GO:0005886) that were significantly differentially expressed between CD24^+^CD73^−^ and CD24^+^CD73^+^ cells. Data from public data set GSE75920 (three to four individual experiments from sorted cells, each pooled from 30 mice). Expression of genes marked in bold was verified by flow cytometry. Expression of red and blue genes is shown in **c**–**e**, and expression of remaining bold genes is shown in Supplementary Fig. 1. **c**–**e** Representative flow cytometric plots showing expression of **c** CD117, **d** CD200 and **e** CD371 on TCRδ^+^-gated thymocytes as histograms (left), distribution of marker negative and positive cells within development stages defined by CD73 and CD24 (centre) and expression of markers within development stages of the Vγ1.1^+^ and Vγ2^+^ subsets (right)

### New markers allow isolation of seven distinct γδ populations

Current developmental stages defined by CD24 (HSA), CD25 (IL-2Rα) and CD73 (Nt5e) are insufficient to delineate the development of γδ thymocytes towards different effector fates. To establish additional development stages, we examined the co-expression of CD117, CD200 and CD371 with CD24, CD25 and CD73. Unlike classical bi-axial flow cytometric plots, parameter reduction by t-distributed stochastic neighbour embedding (t-SNE) allowed visualisation of the co-expression of all six markers on individual cells. Figure 2a shows t-SNE-clustered cells coloured by their expression of each of the six markers. To identify distinct populations based on the expression of all six markers, we divided the cells into populations using automated clustering algorithms (Supplementary Fig. 2a). The best clustering was constructed by FlowSOM, dividing the total γδ thymocyte pool into seven distinct populations that are referred hereafter to as populations A through G (Fig. 2b, c). These populations were all present in mice from 1 to 28 weeks of age (Fig. 2d and Supplementary Fig. 2b). Furthermore, Vγ1.1^+^ and Vγ2^+^ progenitors were present in all seven populations, albeit with different distributions (Fig. 2e, f and Supplementary Fig. 2c). We could also gate each of the seven populations by conventional bi-axial flow cytometry gating (Fig. 2g). To determine how the identified populations relate to previously described γδ T cell populations, we investigated the expression of CCR6, CD5, CD27, CD44, CD45RB, CD122, CD127, NK1.1 and Ly-6C within each of the seven populations^7, 8, 10, 28, 29, 33^. We found that although they were differentially expressed, the existing markers were not sufficient to separate populations A to G (Fig. 2h–j and Supplementary Fig. 2d, e). Thus, co-expression of CD117, CD200 and CD371 together with CD24, CD25 and CD73 allowed the isolation of seven distinct γδ thymocyte populations.

**Fig. 2:**
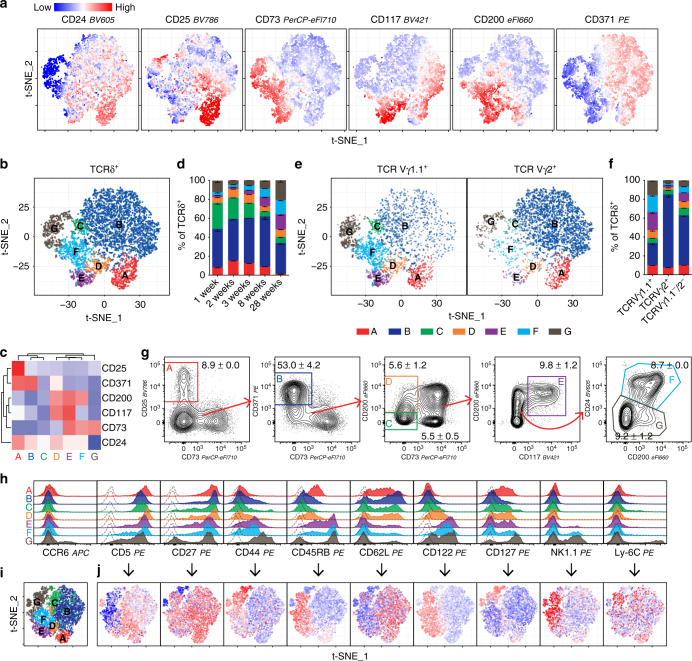
Surface expression of CD117, CD200 and CD371 allows the isolation of seven distinct γδ thymocyte populations **a**, **b** t-SNE map of TCRδ^+^ thymocytes coloured by **a** normalised expression intensities of CD24, CD25, CD73, CD117, CD200 and CD371 or by **b** FlowSOM automated clustering. Based on flow cytometric analysis of 2 × 5000 TCRδ^+^ cells pooled from two mice in silico. **c** Heat map of mean expression intensity of markers within the FlowSOM clusters named A to G. **d** Distribution of cells within populations A to G shown as a percent of the total TCRδ^+^ thymocytes from 1- to 28-week-old mice. Bars depict the mean ± SEM (*n* = 4, 4, 4, 2, 3 mice). **e**,** f** Distribution of cells within populations A to G within the Vγ1.1^+^ and Vγ2^+^ subsets of TCRδ^+^ thymocytes visualised as **e** t-SNE map coloured by FlowSOM clusters as in **b**, **f** stacked bar plots. Bars depict the mean ± SEM (*n* = 2 mice). **g** Standard bi-axial TCRδ^+^ gating of population A to G. Numbers denote the mean ± SEM of total TCRδ^+^ thymocytes (*n* = 2 mice). **h**, **i**, **j** Expression of established surface markers of γδ T cells within populations A to G visualised as **h** representative histograms or **i**, **j** representative t-SNE maps (*n* = 6 mice). **h** Dashed lines show background signal by FMO. **i**, **j** Colours depict **i** the location of events assigned to populations A to G within the t-SNE plot or **j** the normalised expression intensity of each marker

### Developing γδ T cells branch into effector populations

Effector programming of γδ thymocytes is controlled at the transcriptional level, segregating the effector subsets with characteristic expression of distinct cytokines, signalling molecules and transcription factor networks^6, 17, 32, 34–36^. Consequently, we hypothesise that γδ thymocytes developing towards different effector fates cannot follow a direct sequential development but must branch into different development pathways as they diverge. 

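Expression was measured by RNA-Seq in 28 libraries of γδ thymocytes from female C57BL/6 mice aged 8 weeks. There were 2 libraries for each of the 7 populations in the Vγ1.1+ subset and in the Vγ2+ subset. Viable TCRδ+ cells without CD4, CD8 and CD19 were gated as CD25+CD73− (A), CD25−CD371+CD73− (B), CD25−CD371−CD200−CD73−CD24+ (C), CD25−CD371−CD73−CD200+ (D), CD73+CD200+CD117+ (E), CD73+CD117−CD24+ (F) or CD73+CD117−CD24− (G). Differences in the genes behind these gates are therefore no result: Il2ra encodes CD25, Nt5e CD73, Clec12a CD371, Kit CD117, Cd24a CD24 and Cd200 its own product. Purity after sorting was measured for the Vγ2+ B population alone. Each library pooled RNA from several sorts of 8 mice each. The sample labels give 24 mice in 3 sorts for replicate 1 and 16 mice in 2 sorts for replicate 2, and the paper's methods give 2 or 3 sorts, whereas the legend of Fig. 3 gives 24 mice in 3 sorts. Libraries were made with a SMARTer Ultra Low Input kit, which does not keep the strand, so antisense transcripts could not be separated. They were read as 100-bp paired ends, with the replicates in separate runs. The 7 populations of 1 Vγ subset shared a lane, so that subset and lane cannot be told apart. The authors pseudoaligned the reads to GRCm38 transcripts with kallisto, summarised them to genes with tximport and processed them with DESeq2. The authors excluded erythrocyte transcripts, which V1C replicate 2 carried. The deposited values for 22108 genes are on a log2 scale, with library medians from 5.18 to 5.66. Judged by their range and floors, low values are shrunk together within each gene, but the paper's text does not state the transformation. The matrix gives no counts or library totals, so the depth is unknown. The 13588 genes with a log2 value of at least 3.32 (10 on the linear scale) in at least 2 libraries were tested with limma in 1 model of the 14 groups. Each gene's p was adjusted over these genes with the Benjamini-Hochberg method, and 0.05 was the threshold. Comparisons of several populations weight each population and subset equally. Their error is the spread between replicates and not that between the populations pooled on a side. Errors are standard errors (SE) for log2 differences and SD over 2 libraries for group means. In addition, 16 gene lists were tested with limma's camera, at a preset correlation of 0.01 between genes and again with an estimated correlation, and each p was adjusted over the lists. The lists were written after the heat maps of Figs. 3g, 4d and 4e had been seen, so the direction of their genes is not independent of the paper's figures.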

To assess the relationship between the seven populations and effector programming, we sorted the Vγ1.1^+^ and Vγ2^+^ subsets of each population by flow cytometry (Supplementary Fig. 3a) and performed RNA-Seq using their total mRNA. This procedure enabled us to determine the transcriptional similarity of each population, and subsequently allowed us to link the transcriptional characteristics expressed in each population with their established functions in effector programming. We calculated the pairwise Euclidian distances between each of the populations as a measure of their individual transcriptional differences (Fig. 3a, b). By connecting the least transcriptionally different populations, we constructed models of how the populations were most likely to be related (Fig. 3c, d). 

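In the Vγ1.1+ subset, the shortest distances between mean profiles were 40.0 between D and F, 44.6 between E and F, 50.3 between B and D and 51.7 between C and D. In the Vγ2+ subset they were 37.1 between E and F, 43.4 between D and F, 44.4 between C and D and 46.5 between B and C. The G population was nearest to F in both subsets, at 74.0 for Vγ1.1+ and 95.3 for Vγ2+ cells. The A and G populations lay farthest apart, at 125.2 and 141.5. Distances were Euclidean, in log2 units over all 22108 genes, between means of 2 libraries. Replicates of the same population lay 43.8 to 72.5 apart in the Vγ1.1+ subset (median 49.9) and 36.4 to 68.1 apart in the Vγ2+ subset (median 49.0). The 4 pairs of single D and F libraries of the Vγ1.1+ subset, at 41.4 to 59.2, and the 4 pairs of E and F libraries of the Vγ2+ subset, at 36.0 to 55.4, overlapped the spread between replicates. The 4 pairs of F and G libraries of the Vγ2+ subset, at 88.8 or more, all exceeded it.

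**Figure D1:**
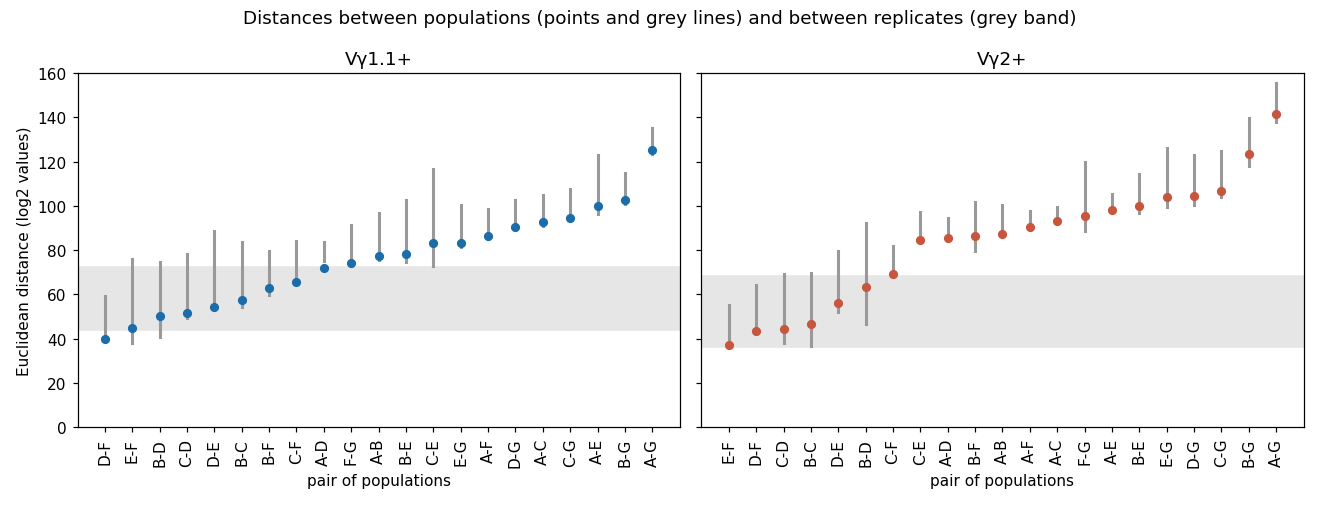
Euclidean distance (log2 units) between populations of the Vγ1.1+ and of the Vγ2+ subset. Points are distances between means of 2 libraries, grey lines the range over the 4 library pairs, and the grey band the range of distances between replicates of 1 population (43.8 to 72.5 and 36.4 to 68.1), which the shortest distances overlap or fall below, while A to G lies at 125.2 and 141.5.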

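From the A population of the Vγ1.1+ subset, D was nearest with a mean over 4 library pairs of 79.1 ± 4.1 (SD), before B at 84.2 ± 9.0. In the Vγ2+ subset, D at 90.8 ± 4.1 and B at 93.2 ± 5.4 were likewise the nearest populations to A. From B, D was nearer than C among Vγ1.1+ cells (60.4 ± 14.8 and 66.7 ± 13.1), whereas C was nearer than D among Vγ2+ cells (57.0 ± 15.2 and 71.7 ± 19.0). From D, F was nearer than E in both subsets: 51.8 ± 7.4 against 68.2 ± 16.7 for Vγ1.1+ cells, and 53.5 ± 8.0 against 65.3 ± 11.6 for Vγ2+ cells. Within each of the 2 runs, F was nearer to D than E was: 53.3 against 74.8 and 41.4 against 53.8 for Vγ1.1+ cells, and 53.0 against 61.7 and 51.8 against 68.1 for Vγ2+ cells. C was nearer to B than D was in both runs of the Vγ2+ subset (69.7 against 92.3 and 36.8 against 46.8), and D nearer to A than B was in both of the Vγ1.1+ subset (76.3 against 82.3 and 81.5 against 81.7). The other 2 orders changed with the run: from A to D and B 94.5 and 94.3, then 87.0 and 89.6, for Vγ2+ cells, and from B to D and C 74.7 and 69.8, then 40.5 and 59.1, for Vγ1.1+ cells.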

Most populations showed high transcriptional similarity to more than one subsequent population, which indicated that progression through the A to G stages might not follow a sequential linear path but rather branch into different pathways as predicted in our hypothesis. This branching pattern was further supported by PCA analysis of the RNA-Seq data sets (Fig. 3e and Supplementary Fig. 3b–e), as well as by single-cell expression of CD24, CD25, CD73, CD117, CD200 and CD371 by flow cytometry analysed using two different algorithms that are used for inferring cellular progression: Isomap and Diffusionmap (Fig. 3f and Supplementary Fig. 3f)^37^.

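The first principal component held 40.9% of the variance between the 14 group means and ran from A, at -54.6 for Vγ1.1+ and -58.6 for Vγ2+ cells, to G, at 60.7 and 75.1. Its largest loadings towards G belonged to Klrc1 and Klrb1c, NK receptors, and Ccl5, a chemokine of effector T cells, and towards A to Gfra1, a neurotrophic factor receptor. The second component held 20.6% and set B and C of the Vγ2+ subset, at -44.1 and -45.3, against A, at 32.5 for Vγ1.1+ and 17.9 for Vγ2+ cells, and E, at 29.6 and 27.6. Rorc, which encodes the transcription factor RORγt, had one of the largest loadings on the B and C side, at -0.0857, together with Maf and Il17re. The third component held 15.2%. It carried Il23r, Ccr2 and Ccr6, receptors found on IL-17-producing cells, and placed the Vγ2+ G population at 44.1, the A populations at 32.2 and 34.9 and the Vγ1.1+ G population at 18.9, with the E populations at -25.6 and -22.6. The genes given here are among those with the largest loadings and were chosen after their values were seen. Components from replicate 1 libraries alone and from replicate 2 libraries alone held 36.6% and 38.8% on their first axis. From the distances between populations, these components and the surface markers of single cells, the paper proposes that progression from A to G branches into different pathways instead of following 1 line.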

**Fig. 3:**
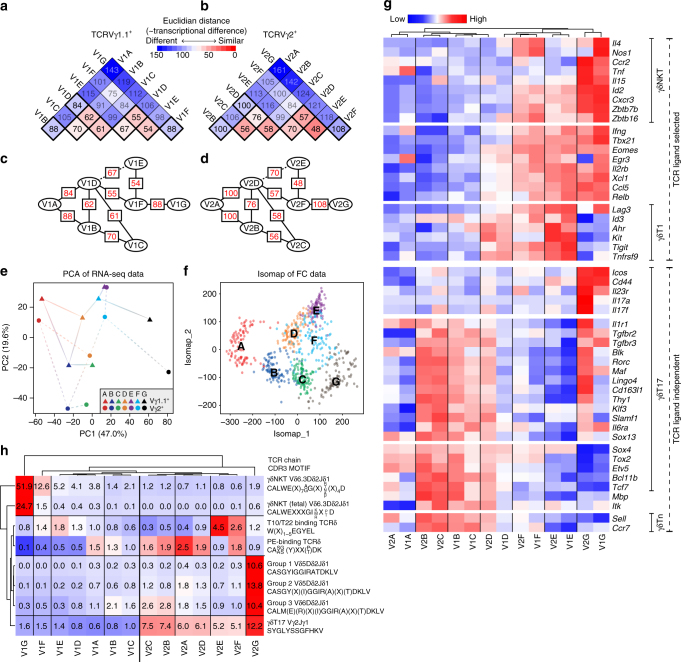
Developing γδ T cells branch into populations with distinct effector characteristics **a**, **b** Pairwise Euclidian distances between each of the A to G populations calculated from whole transcriptome RNA-Seq expressions within **a** the Vγ1.1^+^ (V1A–V1G) and **b** the Vγ2^+^ (V2A–V2G) subset. Numbers and colours denote the mean Euclidian distances. **c**, **d** Diagrams of the shortest distances between the A to G populations, associating the most transcriptionally similar populations by lines within **c** the Vγ1.1^+^ and **d** the Vγ2^+^ subset. Red numbers denote the Euclidian distance between the two connected populations. **e** Principal component analysis (PCA) of RNA-Seq expression within the A to G populations of the Vγ1.1^+^ and Vγ2^+^ subsets. Lines correspond to the lowest pairwise distances shown in **c**, **d**. **f** Cellular progression predicted by flow cytometric expression of CD24, CD25, CD73, CD117, CD200 and CD371 by Isomap. Each A to G populations was reduced to 100 cells before analysis. Each dot represents a single cell. **g** Heat map showing expression of key transcription factors and effector molecules related to different γδ T cell effector subsets within the A to G populations of the Vγ1.1^+^ (V1A–V1G) and the Vγ2^+^ (V2A–V2G) subset. **h** Abundance of known TCRγ and TCRδ CDR3 motifs associated with different γδ effector subsets within the A to G populations of the Vγ1.1^+^ and the Vγ2^+^ subset. Numbers and colour depict the mean percentage of RNA-Seq reads including the indicated CDR3 motifs. Gene expression data are analysed as the mean expression from two independent RNA-Seq libraries, each constructed from RNA isolated from 24 mice across three independent cell sorting runs

Subsequently, we investigated the expression of genes characteristic of γδ T cells programmed for distinct effector function (Fig. 3g). The expression of genes associated with TCR ligand independent (γδT17 and γδTn) and TCR ligand-dependent (γδT1 and γδNKT) programming clearly segregated the A, B and C populations from the E, F and G populations, respectively. 

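Most type 1 effector and cytotoxic genes and all NK receptor genes tested were higher in E, F and G than in A, B and C. Of 19 type 1 effector and cytotoxic genes, 16 were higher in E, F and G, 2 were lower and 1 did not pass the test (16 and 2 when adjusted over the list alone). Eomes (ENSMUSG00000032446, chromosome 9 of GRCm38, 118478212 to 118486132), a T-box factor that drives IFN-γ programmes, was higher by 4.71 (SE 0.26) on the log2 scale, Cxcr3 (ENSMUSG00000050232, chromosome X of GRCm38, 101731535 to 101734269), a chemokine receptor of type 1 cells, by 4.69 (SE 0.30), and Ccl5 (ENSMUSG00000035042, chromosome 11 of GRCm38, 83525778 to 83530518), a chemokine, by 5.81 (SE 0.36). Gzma, a granzyme, went the other way, at -3.48 (SE 0.17). All 15 NK receptor genes were higher, 15 also when adjusted over the list alone, among them Klrb1c (ENSMUSG00000030325, chromosome 6 of GRCm38, 128778485 to 128789215), which encodes NK1.1, by 5.40 (SE 0.33). Klrc1 was higher by 5.62 (SE 0.38), but genes of the Klrc and Klra families are nearly identical and share reads, so the value for each member is uncertain. Of 11 innate NKT-like genes, 10 were higher and 1 was lower (10 and 1 when adjusted over the list alone), with Zbtb7b (ENSMUSG00000028042, chromosome 3 of GRCm38, 89377644 to 89394776), the gene of ThPOK, higher by 3.42 (SE 0.17). The IL-17 programme went both ways: 6 of its 19 genes were higher, 11 were lower and 2 did not pass (6 and 11 when adjusted over the list alone). Etv5 (ENSMUSG00000013089, chromosome 16 of GRCm38, 22381309 to 22439719) and Sox13 (ENSMUSG00000070643, chromosome 1 of GRCm38, 133382303 to 133424377), transcription factors of γδT17 development, fell by 3.43 (SE 0.17) and 3.11 (SE 0.27) from A, B and C to E, F and G, while Ccr6, a chemokine receptor, was higher by 2.59 (SE 0.28). Of 14 early T progenitor genes, 12 were lower and 2 were higher (12 and 2 when adjusted over the list alone), including Dntt, which encodes terminal transferase, with a fall by 4.12 (SE 0.19). Markers of other cells moved too: 5 of 9 myeloid and dendritic genes were higher, such as C1qc by 1.07 (SE 0.16), with none lower, and 5 of 8 αβ thymocyte genes were lower with 2 higher (the same counts when each was adjusted over the list alone). In limma, 5746 of 13588 genes passed, 2898 higher and 2848 lower, and 888 with an absolute log2 difference of at least 1, of which 624 were higher and 264 lower. A gene could pass through a difference in a part of the populations. Of the genes that passed, 197 were higher and 56 lower without any overlap between the libraries compared. All 15 NK receptor genes were lower in D, E and F than in G. From limma, Eomes had adjusted p = 2.27e-11, Ccl5 1.27e-10 and Etv5 4.89e-12. Camera in limma gave adjusted p = 1.22e-09 for the type 1, 4.14e-15 for the NK receptor and 3.92e-09 for the NKT-like list, and each of these calls held with an estimated correlation (adjusted p = 0.048), as did the one for the early T list at 0.000565. The IL-17 call, at adjusted p = 0.0353 from limma's camera, was lost (adjusted p = 0.561 with an estimated correlation), and so were the myeloid call at 0.0407 (adjusted p = 0.286 with an estimated correlation) and the αβ call at 0.0353 (adjusted p = 0.145 with an estimated correlation).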

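In both subsets, the G populations held more mRNA of most NK receptor genes tested, and the E populations more mRNA of most inhibitory receptor and proliferation genes tested. Il4 (ENSMUSG00000000869, chromosome 11 of GRCm38, 53602982 to 53618669), the cytokine of NKT-like cells, was 9.59 ± 0.47 (SD, n = 2) in V1G and 4.62 ± 0.88 (SD, n = 2) in V1E, a log2 difference of E from G of -4.97 (SE 0.47). In the Vγ2+ subset the difference was -1.16 (SE 0.47). Tigit (ENSMUSG00000071552, chromosome 16 of GRCm38, 43648867 to 43664146), an inhibitory receptor, was higher in E by 2.66 (SE 0.32) among Vγ1.1+ and 2.13 (SE 0.32) among Vγ2+ cells, and Ikzf2 (ENSMUSG00000025997, chromosome 1 of GRCm38, 69531214 to 69687245), the gene of Helios, by 2.14 (SE 0.43) and 2.31 (SE 0.43). Pdcd1 (ENSMUSG00000026285, chromosome 1 of GRCm38, 94038305 to 94052553), the gene of PD-1, was higher in E by 1.08 (SE 0.19) among Vγ1.1+ and 2.74 (SE 0.19) among Vγ2+ cells, and Lag3, another inhibitory receptor, by 1.74 (SE 0.28) among Vγ2+ cells, with a difference of 0.14 (SE 0.28, adjusted p = 0.82 from limma) among Vγ1.1+ cells. Of 11 innate NKT-like genes, 9 were lower in E than in G of the Vγ1.1+ subset, none was higher and 2 did not pass (9 lower and 1 higher when adjusted over the list alone). In the Vγ2+ subset 6 were lower, 1 was higher and 4 did not pass (7 and 1 when adjusted over the list alone). The type 1 list had its lower expression in E as well, with 9 of 19 genes lower among Vγ1.1+ and 7 among Vγ2+ cells and none higher (10 and 8 when adjusted over the list alone). Gzmb, a granzyme, had a log2 difference of -4.12 (SE 0.39) and Cxcr3, a chemokine receptor, one of -4.58 (SE 0.73) among Vγ1.1+ cells. Of 15 NK receptor genes, 12 and 11 were lower in E and none was higher (13 and 14 lower when adjusted over the list alone). Of 9 inhibitory receptor and intraepithelial genes, 6 were higher and 1 was lower in V1E, and 7 and 1 in V2E (6 and 1, and 8 and 1, when adjusted over the list alone). The lower one was Itgae, which encodes CD103, at -2.76 (SE 0.35) among Vγ1.1+ cells. Proliferation genes were higher in E for 23 of 27 among Vγ1.1+ and 27 of 27 among Vγ2+ cells (24 and 27 when adjusted over the list alone), such as Kif11, a mitotic kinesin, by 4.26 (SE 0.49) among Vγ2+ cells. limma called 2062 genes in the Vγ1.1+ subset (1050 higher and 1012 lower in E; 1221 with an absolute log2 difference of at least 1) and 3182 in the Vγ2+ subset (1647 and 1535; 1836). Its adjusted p for Il4 was 8.89e-07 among Vγ1.1+ cells and 0.0842 among Vγ2+ cells, or 0.0242 with the replicates as a block and 0.0248 without V2G replicate 2 (log2 difference -1.72). Tigit had adjusted p = 9.1e-06 among Vγ1.1+ cells and Pdcd1 7.13e-09 among Vγ2+ cells from limma. With the preset correlation, limma's camera called all 5 lists in both subsets. With an estimated correlation, the calls held for the inhibitory list (adjusted p = 0.034 and 0.0206) and the proliferation list (0.034 and 0.0206). The type 1 and NKT-like calls held in the Vγ1.1+ subset alone (adjusted p = 0.034 there and 0.153 with an estimated correlation among Vγ2+ cells), and the NK receptor list in neither (adjusted p = 0.052 and 0.153 with an estimated correlation). Fitted on the compared libraries alone, limma called 720 and 1448 genes. Without 1 library, it called 986 (V1G replicate 1) or 1323 (V1E replicate 1) genes in the Vγ1.1+ subset and 1949 (V2G replicate 1) or 2041 (V2E replicate 2) in the Vγ2+ subset.

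**Figure D2:**
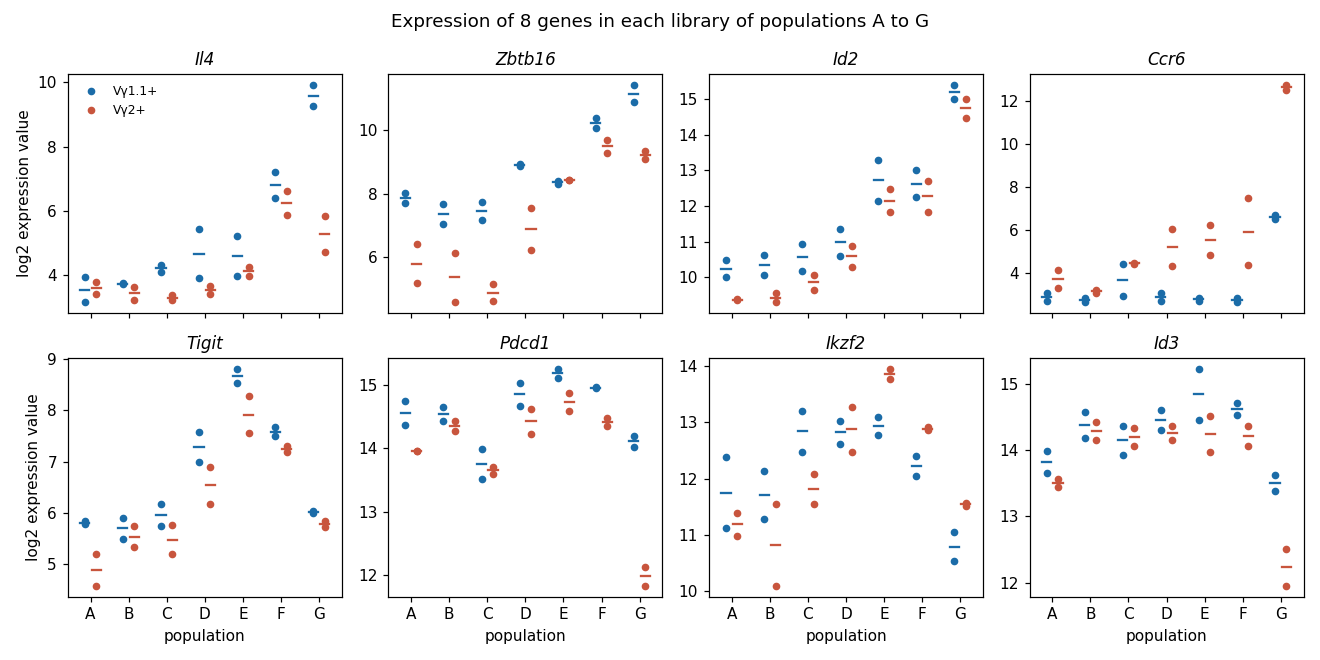
Log2 expression of 8 genes in each of the 28 libraries, by population A to G, with Vγ1.1+ cells in blue and Vγ2+ cells in orange; bars are means of 2 libraries. Il4 is highest in V1G, at 9.59 against 4.62 in V1E, and Tigit is higher in E than in G in both subsets.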

Remarkably, the E and G populations each expressed distinct gene sets associated with γδT1 and γδNKT cells, respectively (Fig. 3g). While most of the genes related to TCR ligand independent γδT17 and γδTn programming were highly expressed by the B and C populations, a subset of these genes, including the IL-17A and F genes themselves, were primarily expressed by the Vγ2^+^ G population, which is known to contain the majority of thymic resident γδT17 cells, reminiscent of perinatal development^32^. 

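Most genes of the IL-17 programme were higher in B and C than in E, F and G, and most were higher in the Vγ2+ than in the Vγ1.1+ G population. Over E, F and G, Rorc (ENSMUSG00000028150, chromosome 3 of GRCm38, 94372794 to 94398276) was higher in B and C by 3.36 (SE 0.28), Blk (ENSMUSG00000014453, chromosome 14 of GRCm38, 63372836 to 63417037), a Src-family kinase, by 2.60 (SE 0.20), Sox13 by 3.37 (SE 0.30) and Etv5 by 3.53 (SE 0.18). The mean over E, F and G hides a high value in V2G. Rorc was 12.09 and 12.24 in the V2G libraries, beside 11.85 and 12.34 in those of V2B. Of 19 genes of the programme, 12 were higher in B and C, 5 were lower and 2 did not pass (12 and 5 when adjusted over the list alone). Of 15 naive and recirculating T cell genes, 10 were higher, 2 were lower and 3 did not pass (10 and 4 when adjusted over the list alone). Among these, Ccr9, a gut-homing chemokine receptor, was higher by 2.74 (SE 0.14), while Il7r, the IL-7 receptor, fell by 1.88 (SE 0.11) from E, F and G to B and C. Of 8 αβ thymocyte genes, 6 were higher in B and C and 1 was lower (6 and 1 when adjusted over the list alone). Between the G populations, 14 of the 19 IL-17 genes were higher in V2G than in V1G, 2 were lower and 3 did not pass (16 and 2 when adjusted over the list alone). Il17f (ENSMUSG00000041872, chromosome 1 of GRCm38, 20777146 to 20790617) was 8.58 ± 0.25 (SD, n = 2) in V2G and 5.10 ± 0.16 (SD, n = 2) in V1G, a difference of 3.48 (SE 0.23). Serpinb1a, a protease inhibitor, was higher by 5.06 (SE 0.59) and Il17re, a subunit of the IL-17C receptor, by 5.14 (SE 0.84). Il17a (ENSMUSG00000025929, chromosome 1 of GRCm38, 20730905 to 20734496) stayed under the minimum for testing: it was 1.88 ± 0.01 (SD, n = 2) in V2G, 1.24 ± 0.05 (SD, n = 2) in V1G and 1.20 or 1.21 in each of the other populations. Proliferation genes were lower in V2G for 20 of 27, with none higher (21 when adjusted over the list alone). limma called 4724 genes between B and C and E, F and G (2244 higher and 2480 lower in B and C; 871 with an absolute log2 difference of at least 1) and 1327 between V2G and V1G (551 and 776; 875). Its adjusted p was 1.62e-08 for Rorc in the first comparison and 6.24e-09 for Il17f in the second. For the IL-17 list, limma's camera gave adjusted p = 0.0011 in the first (adjusted p = 0.326 with an estimated correlation) and 1.91e-19 in the second (adjusted p = 0.0753 with an estimated correlation). It gave the naive list adjusted p = 0.00113 (adjusted p = 0.118 with an estimated correlation), the αβ list 0.00017 (0.0443) and the proliferation list 8.57e-16 (adjusted p = 0.135 with an estimated correlation). Between the G populations, limma called 735 genes without V1G replicate 2, 834 without V2G replicate 1 and 485 on the compared libraries alone.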

To verify the RNA-Seq expression at the protein level, we analysed the expression of RORγ(t) (encoded by *Rorc*), PLZF (encoded by *Zbtb16*) and AHR within the populations by flow cytometry, which confirmed the segregation of effector-related proteins between populations (Supplementary Fig. 3g–i).

In addition to their expression of distinct transcriptional networks, different γδ T cell effector subsets are enriched for certain TCR sequences. Thus, we next determined if the segregation of the populations into effector subsets was accompanied by the corresponding CDR3 motifs (Fig. 3h). The consensus γδNKT CDR3δ sequence was represented in more than half of the TCRδ transcripts within the Vγ1.1^+^ G population. CDR3 motifs related to γδT17 cells were all highly enriched within the Vγ2^+^ G population^19, 20^. The T10/T22-binding motif was highly enriched within the E population from both the Vγ1.1^+^ and the Vγ2^+^ subset. T10/T22-reactive γδ T cells constitute up to 1% of the γδ thymocyte pool and are prototypical γδT1 cells^7^. Finally, the germline Vγ2Jγ1 motif associated with γδT17 cells and a PE-binding CDR3δ motif associated with the γδTn cell subset^12^ were both selectively reduced within the E and F populations in concordance with γδT17 and γδTn cells being programmed in the absence of TCR ligand selection (Fig. 3h).

Together, these phenomena show that developing γδ T cells branch into populations with distinct effector characteristics. Based on these data, we propose a model of γδ T cell development in which γδ T cell progenitors from both the Vγ1.1^+^ and Vγ2^+^ subset encounter multiple checkpoints during their development that direct them to progress through distinct pathways. Based on evidence from previous studies^6, 7, 9, 29^, the selection of TCR ligands or the lack thereof is likely to constitute at least one of these checkpoints. Finally, we hypothesise that progression through these different pathways facilitates the programming and export of γδ T cells with distinct effector functions.

### TCR signalling induces progression through the D–F stages

TCR selection is known to direct effector programming towards the IFN-γ-producing subsets^6, 7, 9, 29^. Accordingly, if the E and G populations are indeed thymic precursors of γδT1 and γδNKT cells, respectively, TCR stimulation should direct γδ thymocytes to progress through the pathways resulting in these populations. These pathways are marked by initial CD200 induction (population D) followed by CD73 expression with or without CD117 expression (populations E or F) and eventually downregulation of CD24 (population G). To test this phenomenon, we sorted cells from each of the A to G populations and cultured them for 2 days on OP9-DL1 monolayers in the presence or absence of anti-CD3 stimulation. While CD25 marks the earliest TCRδ^+^ cells in the thymus^8, 26^, it is also known to be induced on most T cells after anti-CD3 stimulation in vitro. Indeed, CD25 was induced by anti-CD3 stimulation in all samples, irrespective of which population that was initially sorted, thus obscuring the distinction of true population A cells (Fig. 4a, b). To avoid faulty classification, we merged the A and B populations in the analysis, both defined by being CD371^+^CD73^−^ (Supplementary Fig. 4a). In cells sorted from the A, B and C populations, TCR stimulation induced expression of CD200, CD117 and CD73 (Fig. 4a, b). In contrast, cells sorted from the D, E, F and G stages were largely unaffected by TCR stimulation (Fig. 4c and Supplementary Fig. 4b, c). This result suggests that progression through the CD200-expressing (D, E and F) stages is induced by TCR signalling, in agreement with these cells being precursors of IFN-γ-programmed effectors. 

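Genes that T cells switch on after TCR signals were mostly higher in D, E and F than in B and C. Of 22 TCR signal-induced genes, 17 were higher, none was lower and 5 did not pass the test (17 and none when adjusted over the list alone). Spry2 (ENSMUSG00000022114, chromosome 14 of GRCm38, 105891947 to 105896819), a feedback inhibitor of receptor tyrosine kinase signalling, was higher by 2.73 (SE 0.18), Tnfrsf9 (ENSMUSG00000028965, chromosome 4 of GRCm38, 150914562 to 150946102), the gene of the costimulatory receptor 4-1BB, by 2.42 (SE 0.17), and Nr4a2, an immediate early nuclear receptor, by 2.21 (SE 0.21). Id3, an inhibitor of E proteins, had a difference of 0.18 (SE 0.12). Of 9 inhibitory receptor and intraepithelial genes, 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone), with Tigit higher by 1.87 (SE 0.14) and Cd160 by 1.96 (SE 0.18). The IL-17 programme moved the other way, with 14 of 19 genes lower and none higher (14 when adjusted over the list alone), and Rorc fell by 3.77 (SE 0.28) from B and C to D, E and F. The D replicates differed in this programme, with a list median (replicate 2 minus 1) of 0.83 in V1D and 1.66 in V2D. Rorc was 6.91 and 8.56 in replicates 1 and 2 of V1D, and 8.64 and 11.3 in those of V2D. Of 8 αβ thymocyte genes, 5 were lower and 1 was higher (5 and 2 when adjusted over the list alone). Cd8a, a coreceptor absent from the sorting gate, fell by 1.71 (SE 0.16). limma called 3765 genes, 2081 higher and 1684 lower in D, E and F, and 591 with an absolute log2 difference of at least 1. It gave adjusted p = 3.38e-09 for Spry2, 6.54e-09 for Tnfrsf9 and 0.275 for Id3, which passed after quantile normalization (adjusted p = 0.0204). Camera in limma gave adjusted p = 6.04e-10 for the TCR-induced list (adjusted p = 0.0641 with an estimated correlation), 4.96e-06 for the inhibitory list (0.0249), 9.37e-11 for the IL-17 list (adjusted p = 0.0641 with an estimated correlation) and 0.00309 for the αβ list (adjusted p = 0.0641 with an estimated correlation).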

Concordantly, the D, E and F populations expressed high levels of TCR ligand-induced genes (Fig. 4d)^9^. The G populations were unaffected by TCR signalling and did not express hallmarks of recent TCR signalling ex vivo (Fig. 4a–d).

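Against G, the D, E and F populations expressed more of some immediate early genes and far more proliferation genes. Nr4a1 (ENSMUSG00000023034, chromosome 15 of GRCm38, 101254269 to 101274795), the gene of the nuclear receptor Nur77, was higher by 2.69 (SE 0.17), Tnfrsf9 by 2.25 (SE 0.22) and Nr4a3, another nuclear receptor of that family, by 1.87 (SE 0.23), whereas Rgs1, a regulator of G protein signalling, was lower, at -1.75 (SE 0.21). Of the 22 TCR signal-induced genes, 10 were higher in D, E and F, 4 were lower and 8 did not pass (11 and 5 when adjusted over the list alone). All 27 proliferation genes were higher (27 when adjusted over the list alone), among them Ube2c, a mitotic ubiquitin-conjugating enzyme, by 2.44 (SE 0.14). All 15 NK receptor genes were lower than in G (15 when adjusted over the list alone), with Klrk1, the gene of NKG2D, at -6.40 (SE 0.48). Of 5 thymic epithelium genes, 4 were higher and none was lower (4 when adjusted over the list alone). limma called 4854 genes, 2399 higher and 2455 lower in D, E and F, and 1313 with an absolute log2 difference of at least 1. It gave adjusted p = 5.07e-10 for Nr4a1 and 1.55e-06 for Rgs1. The lists had, from limma's camera, adjusted p = 0.0116 for the TCR-induced list (adjusted p = 0.297 with an estimated correlation), 1.1e-23 for the proliferation list (adjusted p = 0.0561 with an estimated correlation), 2.25e-14 for the NK receptor list (adjusted p = 0.061 with an estimated correlation) and 0.0183 for the epithelium list (adjusted p = 0.061 with an estimated correlation).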

**Fig. 4:**
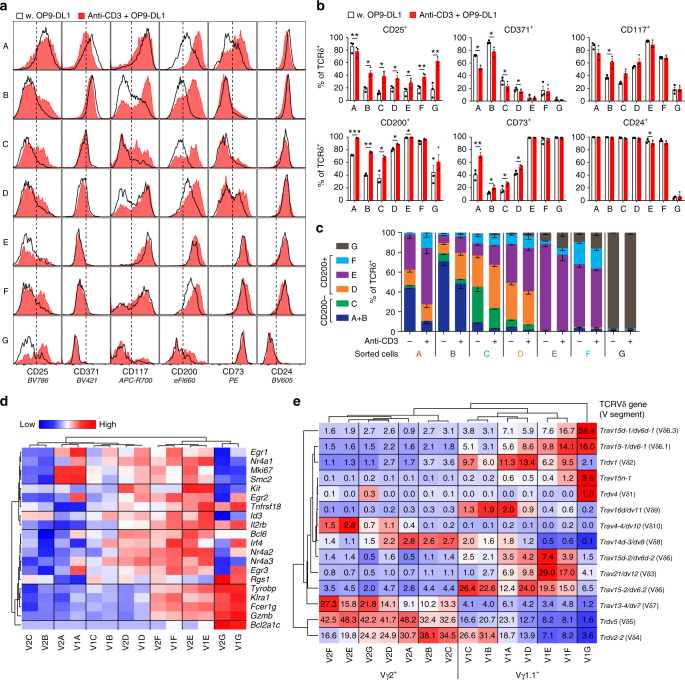
Progression through the D, E and F populations is induced by TCR signalling. **a**–**c** Changes in surface marker expression of TCRδ^+^ cells from sorted population A to G cells after 2 days of culture on OP9-DL1 monolayers in the presence or absence of immobilised anti-CD3. The data are visualised as **a** histograms and **b** bar plots of the percentage of cells positive for each individual marker as well as **c** gated into the A to G populations. Bars depict the mean ± SEM from three independent experiments with cells sorted from four to eight mice. Statistical analyses were performed using the paired two-sided Student’s *t* test, with significance defined as *p < 0.05; **p < 0.01; ***p < 0.001. **d** Heat map showing expression of genes reported to be induced by γδTCR signalling during development within the A to G populations of the Vγ1.1^+^ (V1A–V1G) and the Vγ2^+^ (V2A–V2G) subset. **e** TCRδ repertoire of cells within the A to G populations of the Vγ1.1^+^ and the Vγ2^+^ subset. Numbers and colour depict the mean percentage of RNA-Seq reads aligned to the TCRδ locus from two independent RNA-Seq libraries, each constructed from RNA isolated from 24 mice across three independent cell sorting runs

We hypothesised that populations undergoing thymic TCR ligand selection would exhibit different TCR repertoires than would cells developing in the absence thereof. According to their transcriptional profiles and the TCR inducibility of CD200, the D, E and F populations would be expected to express different TCR sequences than those found in the B and C populations. To assess this scenario, we analysed the expression of TCR Vδ within the populations of the RNA-Seq data set. 

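In the Vγ1.1+ subset, D, E and F held more mRNA of the TCR Vδ segments Trav21-dv12 and Trav15-1-dv6-1 than the B and C populations, and less of Trdv5; the difference between the subsets was not tested for this comparison. Trav21-dv12 (ENSMUSG00000076863, chromosome 14 of GRCm38, 53875984 to 53876752) was higher in D, E and F of the Vγ1.1+ subset by 2.50 (SE 0.23) and was lower in the Vγ2+ subset, at -0.77 (SE 0.23). Trav15-1-dv6-1 (ENSMUSG00000094016, chromosome 14 of GRCm38, 53559632 to 53560247) was higher by 0.75 (SE 0.15) among Vγ1.1+ cells and had a difference of -0.38 (SE 0.15) among Vγ2+ cells. Trdv5 (ENSMUSG00000076873, chromosome 14 of GRCm38, 54148662 to 54149294), which lies on the minus strand, was lower among Vγ1.1+ cells, at -0.85 (SE 0.10), and had a difference of -0.12 (SE 0.10) among Vγ2+ cells. Trav13-4-dv7 (ENSMUSG00000094562, chromosome 14 of GRCm38, 53757356 to 53757921) had differences of -0.16 (SE 0.13) and 0.08 (SE 0.13). limma gave adjusted p = 1.64e-06 and 0.0167 for Trav21-dv12 in the Vγ1.1+ and the Vγ2+ subset, 0.00225 and 0.0697 for Trav15-1-dv6-1, 8.33e-06 and 0.344 for Trdv5, and 0.468 and 0.652 for Trav13-4-dv7. As a share of the sum over the 14 annotated Vδ genes, a sum that changed by -0.35 and -0.46 log2 units in D, E and F of the Vγ1.1+ and the Vγ2+ subset and so raises every gene's difference by as much, Trav21-dv12 was higher by 2.85 (adjusted p = 1.01e-07 from limma) and Trav15-1-dv6-1 by 1.10 (adjusted p = 4.03e-06) among Vγ1.1+ cells. On that scale, Trdv5 was lower among Vγ1.1+ cells, at -0.50 (adjusted p = 0.00306 from limma), and higher among Vγ2+ cells, at 0.34 (adjusted p = 0.0221), and Trav13-4-dv7 was higher among Vγ2+ cells, at 0.54 (adjusted p = 0.000113). Of all 14 genes, 5 were higher in share among Vγ1.1+ and 8 among Vγ2+ cells, 12 in at least 1 subset, against 5 on the log2 scale, where 1 of the 14 stayed under the minimum for testing. The shares of Trav21-dv12 and Trav15-1-dv6-1 among Vγ2+ cells differed by -0.32 and 0.08 (adjusted p = 0.223 and 0.612 from limma). Members of the Trav15 family are nearly identical and share reads, so the value for each is uncertain. The lower value of Trav21-dv12 among Vγ2+ cells did not pass without V2B replicate 2, V2C replicate 2 or V2D replicate 1 (adjusted p = 0.0615, 0.101 and 0.0607 from limma), and Trav15-1-dv6-1 passed there with the replicates as a block (0.038) and after quantile normalization (log2 difference -0.55, adjusted p = 0.0154).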

We found that the D, E and F populations were highly enriched for certain TCR Vδ sequences (*Trav21/dv12*, *Trav15-1/dv6-1*,* Trdv5* and* Trav13-* *4/dv7*) compared with the B and C populations (Fig. 4e). These data are all consistent with the D, E and F populations being TCR ligand-selected precursors of IFN-γ-programmed effectors.

### γδ T cells emigrate from the thymus at three stages

The gene expression profiles suggest that E and G are the terminal populations in the γδT1 and γδNKT pathways, respectively, and should be ready to emigrate from the thymus. Furthermore, as γδTn cells are believed to develop in the absence of TCR ligand selection, we hypothesised that either B or C could be the terminal population for these pathways. To test these hypotheses, we blocked S1P_1_-mediated thymic export by treating mice with the S1P_1_ antagonist FTY720^38^. Blocking thymic export should result in thymic accumulation of cells within the B/C, E and G populations and their subsequent depletion from the peripheral lymph nodes. In mice treated with FTY720, we observed an accumulation of cells within the C, D, E, F and G populations after 5 days of treatment (Fig. 5a, b and Supplementary Fig. 5a, b). From day 5 to day 10, the D and F populations increased only slightly, whereas the C, E and G populations continued to accumulate and increased to levels that were ten-, five- and tenfold higher than in the untreated mice, respectively. Concurrent with their accumulation, after FTY720 treatment the C and E populations displayed downregulated CD24 levels comparable to mature γδ T cells in the periphery (Fig. 5c and Supplementary Fig. 5c). While most peripheral γδ T cells express low levels of CD24, a large proportion of the γδ T cell recent thymic emigrants (γδRTEs) are CD24^high^ when they reach their target organs, upon which they downregulate their CD24 expression^39^. The presence of CD24^low^ cells within the C and E populations, solely when thymic export was blocked, suggested that at homoeostasis these populations are exported while still expressing high levels of CD24. To assess whether the accumulation of cells within the C and E populations causes subsequent depletion of CD24^high^ γδRTEs in the periphery, we analysed the expression of CD24 and CD73 on peripheral γδ T cells in inguinal lymph nodes (iLN) after FTY720 treatment. In untreated mice, we found CD24^high^ γδRTEs within both CD73^−^- and CD73^+^-gated cells corresponding to the expression pattern of the thymic C and E populations, respectively (Fig. 5d, e and Supplementary Fig. 5d). Both CD24^high^ γδRTEs populations were significantly depleted in the iLN when thymic emigration was inhibited. These results show that γδ thymocytes accumulate at the C, E and G stages in the thymus and are subsequently depleted from the periphery when thymic emigration is inhibited. This phenomenon is consistent with the cells from the C, E and G populations constituting terminal populations of three distinct pathways that lead to the export of γδTn cells, γδT1 cells and γδNKT cells, respectively.

**Fig. 5:**
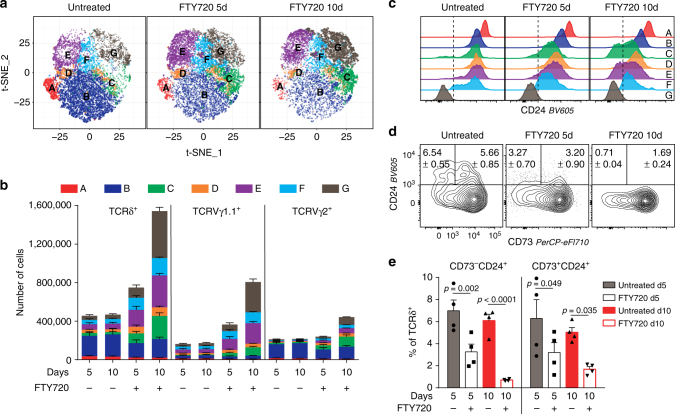
γδ T cells emigrate from the thymus at the C, E and G stages **a**, **b** TCRδ^+^ thymocyte distributions within population A to G after treatment with FTY720 for 5 (5d) or 10 days (10d) visualised using **a** t-SNE maps and **b** stacked bar plots of cell numbers within TCRδ^+^, Vγ1.1^+^ and Vγ2^+^ subsets. **c** Representative CD24 expression within A to G populations after treatment with FTY720 for 5 or 10 days. **d**, **e** Expression of CD24 within CD73^−^ and CD73^+^ TCRδ^+^ cells from inguinal lymph nodes after FTY720 treatment for 5 and 10 days as **d** representative flow cytometry plots and **e** quantitative bar plots showing the percent of TCRδ^+^ cells within each population. Data from two independent experiments for both 5- and 10-day treatments (*n* = 4 mice per group per time point). Numbers within gates and bar plots depict the mean ± SEM. Statistical analyses were performed using the unpaired two-sided Student’s *t* test

### The C population exhibits hallmarks of γδTn cells

Both γδT17 and γδTn cells are believed to develop in the absence of TCR ligand selection^6, 7, 9, 14, 29^. As γδT17 cells are restricted to develop only during perinatal life^18^, we hypothesised that the cells developing through the C pathway in adult mice represent the γδTn cell subset. In this case, the number of IL-17A-producing γδ T cells should remain unchanged, despite the accumulation of the C population after FTY720 treatment. Thus, we analysed the expression of IL-17A and IFN-γ within the accumulating γδ thymocytes after FTY720 treatment and found that while the number of IFN-γ^+^ γδ T cells was increased 14-fold, the number of IL-17A^+^ γδ T cells was unchanged (Fig. 6a–c and Supplementary Fig. 6a, b). Furthermore, the C populations expressed high levels of *Ccr7* and *Sell* (encoding CD62L) and low levels of *Cd44*. This *Ccr7* ^high^ *Sell* ^high^ *Cd44* ^low^ phenotype is associated with γδTn cells and contrasts the memory-like *Cd44* ^high^ γδT17 phenotype (Fig. 3g). Consequently, despite their independence of TCR ligand selection, their expression of γδT17-related genes and their enrichment for γδT17-related CDR3 motifs, the cells from the C populations did not produce IL-17A and expressed a naive surface phenotype. This finding indicates that the cells in the C population are likely progenitors of γδTn cells.

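Ccr7 (ENSMUSG00000037944, chromosome 11 of GRCm38, 99144196 to 99155077) and Sell (ENSMUSG00000026581, chromosome 1 of GRCm38, 164061982 to 164084181), the homing receptors of naive T cells, were higher in C than in E, F and G by 1.22 (SE 0.13) and 1.44 (SE 0.11), and Cd44 (ENSMUSG00000005087, chromosome 2 of GRCm38, 102811141 to 102901665), a marker of memory-like cells, was lower, at -1.34 (SE 0.18). Ccr7 was 13.09 ± 0.17 (SD, n = 2) in V1C and 13.01 ± 0.24 (SD, n = 2) in V2C, and Sell 15.31 ± 0.03 and 15.47 ± 0.03. Cd44 was 9.21 ± 0.41 in V1C and 9.65 ± 0.14 in V2C (SD, n = 2), against 11.97 ± 0.09 in V1G and 12.38 ± 0.49 in V2G, and was lower still in the A populations (8.30 and 8.69). Of 15 naive and recirculating T cell genes, 12 were higher in C, 1 was lower and 2 did not pass (12 and 2 when adjusted over the list alone). S1pr1, the receptor for thymic exit, was higher by 0.54, and Il6ra, the IL-6 receptor, by 2.08 (SE 0.26), while Il7r was lower, at -1.36 (SE 0.14). Of 19 IL-17 programme genes, 11 were higher in C, 4 were lower and 4 did not pass (12 and 4 when adjusted over the list alone). Markers of other cells were higher in C as well: 6 of 8 αβ thymocyte genes with 1 lower (6 and 1 when adjusted over the list alone), such as Cd8b1 by 3.56 (SE 0.35), and 3 of 8 B cell genes with none lower (3 when adjusted over the list alone). limma called 3293 genes, 1536 higher and 1757 lower in C, and 787 with an absolute log2 difference of at least 1. It gave adjusted p = 6.2e-07 for Ccr7, 1.86e-08 for Sell, 1.96e-05 for Cd44 and 0.00781 for S1pr1, or 0.0872 without V2C replicate 1. Camera in limma gave adjusted p = 3.49e-07 for the naive list (0.0232 with an estimated correlation), 5.49e-06 for the αβ list (0.0145), 0.000308 for the IL-17 list (adjusted p = 0.255 with an estimated correlation) and 0.00683 for the B cell list (adjusted p = 0.192 with an estimated correlation). Without V1C replicate 2, which held erythrocyte transcripts and where the B cell list had a median difference of 0.98 from replicate 1, 1 of 8 B cell genes was higher (adjusted p = 0.298 from limma's camera). limma then called 2129 genes, and without both replicate 2 C libraries 1614.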

**Fig. 6:**
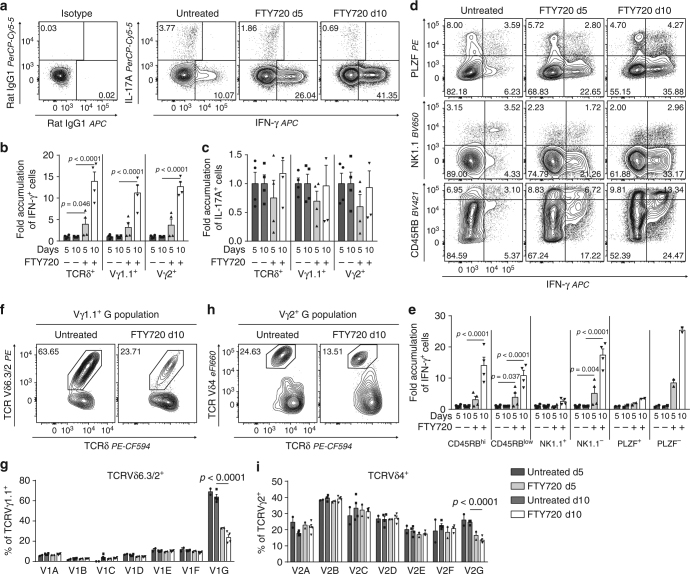
γδT1 cells, but not IL-17A^+^ γδ T cells, accumulate when thymic emigration is inhibited. **a**–**c** Expression of IFN-γ and IL-17A within TCRδ^+^ cells after treatment with FTY720 for 5 (5d) or 10 days (10d). **a** Representative flow cytometry contour plots and normalised quantification of the fold change in **b** IFN-γ^+^ and **c** IL-17A^+^ TCRδ^+^ cells (*n* = 4). **d**, **e** Co-expression of IFN-γ with PLZF (*n* = 2), NK1.1 (*n* = 4) or CD45RB (*n* = 4) within TCRδ^+^ cells after treatment with FTY720 for 5 or 10 days. **d** Flow cytometry plots and **e** normalised quantification of the fold change within TCRδ^+^IFN-γ^+^ cells. **f**–**i** Percentage of cells within the A to G populations expressing **f**, **g** Vδ6.3/2 within the Vγ1.1^+^ subset and **h**, **i** Vδ4 within the Vγ2^+^ subset after treatment with FTY720 for 5 (*n* = 2) or 10 (*n* = 4) days. Bars depict the mean ± SEM from two independent experiments for both 5 and 10 days (*n* = 2–4 mice per group per time point). Statistical analyses were performed using the unpaired two-sided Student’s *t* test

### γδT1 are the predominant developing IFN-γ-producing subset

Unlike IL-17A^+^ γδ T cells, IFN-γ^+^ γδ T cells drastically accumulated in the adult thymus after FTY720 treatment (Fig. 6a–c). As IFN-γ is produced by both γδT1 and γδNKT cells, we next wanted to determine if the accumulating IFN-γ^+^ cells belong to the γδT1 or γδNKT subset. Thus, we co-stained the accumulating IFN-γ^+^ cells with the γδNKT markers PLZF and NK1.1, as well as CD45RB, which has been associated with γδT1 cells^28, 40, 41^. While few of the accumulating IFN-γ^+^ cells co-expressed NK1.1^+^ and PLZF^+^, most of the accumulating IFN-γ^+^ cells were CD45RB^hi^, NK1.1^−^ and PLZF^−^ (Fig. 6d, e). Consequently, a larger proportion of the cells from the F populations must progress to the E stage and become γδT1 cells rather than γδNKT cells. This possibility is further supported by the higher similarity between the E and F populations than between the F and G populations, at the surface marker level, at the transcriptional level and at the TCR repertoire level (Figs. 3 and 4e). Consequently, while γδNKT cells within the G population constitute the majority of the thymic resident IFN-γ-producing γδ T cells, they are not a major actively developing effector subset in the adult thymus. 

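Fewer genes differed between E and F than between F and G. Against F, the E populations had more Gpr15, a homing receptor, by 2.32 (SE 0.30), and less Il17rb (ENSMUSG00000015966, chromosome 14 of GRCm38, 29996135 to 30008896), a subunit of the IL-25 receptor, at -2.26 (SE 0.15), Cd163l1, a scavenger receptor of γδ T cells, at -2.04 (SE 0.22), and Sox13, at -2.50 (SE 0.46). Of 19 IL-17 programme genes, 8 were lower in E than in F, none was higher and 11 did not pass (11 lower when adjusted over the list alone). Of 9 inhibitory receptor and intraepithelial genes, 2 were higher and none was lower (6 higher when adjusted over the list alone). Against G, the F populations had less Trpm6, a magnesium channel, at -5.88 (SE 0.15), less Klrk1, at -5.87 (SE 0.59), and more Cpa3, a mast cell carboxypeptidase also found in early T cells, by 4.85 (SE 0.27). Of 19 type 1 effector genes, 14 were lower in F than in G and 1 was higher (16 and 1 when adjusted over the list alone), and all 27 proliferation genes were higher (27 when adjusted over the list alone), such as Kif11 by 2.86 (SE 0.34). limma called 253 genes between E and F (89 higher and 164 lower in E; 122 with an absolute log2 difference of at least 1) and 3548 between F and G (1792 higher and 1756 lower in F; 1211). It gave adjusted p = 1.05e-07 for Il17rb between E and F and 1.93e-15 for Trpm6 between F and G. The distance between F and G was 1.659 times that between E and F in the Vγ1.1+ and 2.571 times in the Vγ2+ subset, with 1.135 and 1.966 in the single replicates of the first and 2.056 and 2.619 in those of the second. The ratio was 5.046 and 4.468 after the variance between replicates was subtracted from the squared distances, and 2.748 and 6.592 as 1 minus Pearson correlation. The value of 5.046 is uncertain, since the means of V1E and V1F lay 44.6 apart and their replicates 72.5 and 44.8 apart. With limma's camera, the IL-17 list had adjusted p = 3.62e-14 between E and F (adjusted p = 0.0571 with an estimated correlation), the inhibitory list 4.36e-07 (0.0091), and the type 1 list 3.8e-08 between F and G (adjusted p = 0.0562 with an estimated correlation), as for the proliferation list there at 1.59e-25 (adjusted p = 0.0562 with an estimated correlation). The count between E and F was 478 with the replicates as a block and 141 on the compared libraries alone, and without 1 library it was 109 (V2E replicate 1), 121 (V1F replicate 1), 133 (V2F replicate 2), 138 (V2F replicate 1) or 466 (V1E replicate 2). Without V1E replicate 2, the ratio of distances was 1.05 in the Vγ1.1+ subset.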

Consistent with the G populations primarily containing long-lived resident effector cells at homoeostasis, the G populations showed the lowest TCR diversity and were largely oligo-clonal (Supplementary Fig. 7a–d). The higher propensity of F population cells to develop towards the γδT1 subset rather than γδNKT subset is further emphasised by the reduction in Vδ6.3^+^ frequency within the Vγ1.1^+^ G population after FTY720 treatment (Fig. 6f, g). In fact, while the A through F populations maintained similar Vδ6.3^+^ and Vδ4^+^ frequencies after FTY720 treatment, this was not the case for the G populations (Fig. 6f–i). Taken together, these findings show that γδT1 cells are the predominant IFN-γ-producing subset developing in the adult thymus.

## Discussion

Studies of how and when different γδ thymocytes branch off and diverge towards different effector fates in the adult thymus have been hampered by the scarcity of surface markers distinguishing different γδ thymocyte developmental stages^25^. In this study, we characterise three new development markers, CD117, CD200 and CD371, allowing the identification of seven γδ thymocyte populations within both the Vγ1.1^+^ and the Vγ2^+^ subset. We used this improved resolution to establish three developmental pathways that lead to the development of distinct γδ T cell effector subsets exhibiting hallmarks of IFN-γ-producing (γδT1), IFN-γ/IL-4-co-producing (γδNKT) and adaptive (γδTn) γδ T cells (Fig. 7).

**Fig. 7:**
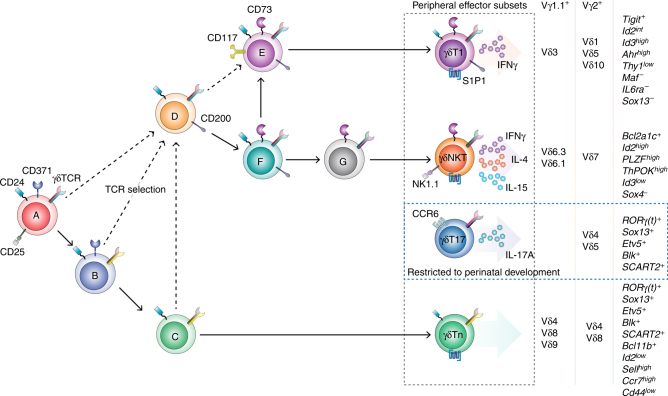
γδTn, γδT1 and γδNKT cells develop through three distinct pathways in the adult thymus. Suggested model of γδ T cell development divided into the A to G stages defined by the expression of CD117, CD200 and CD371 together with CD24, CD25 and CD73. The A stage defines the earliest γδTCR-expressing progenitors, which develop towards the B and C populations and eventually result in the export of TCR-naive adaptive γδ T cells (γδTn). Encounter with cognate TCR ligands induces TCR selection, shifting the cells to progress through the D and F stages. TCR-selected γδ thymocytes will then progress to the E or G stage, resulting in the export of IFN-γ-producing (γδT1) or IFN-γ/IL-4-co-producing (γδNKT) cells, respectively. The C, E and G stages are characterised by the distinct expression of key factors involved in effector programming, including characteristic transcription factor networks and cytokines, and display highly focused TCR Vδ repertoires. IL-17-producing (γδT17) cells do not develop in the adult thymus, but long-lived resident γδT17 cells are included in the G population at homoeostasis and can be distinguished by their expression of CCR6

Several surface markers expressed by different γδ T cell effector populations are well established. However, while these markers are invaluable for distinguishing effector populations in the periphery and foetal thymus, they do not clearly distinguish developing γδ thymocytes in the adult thymus. In fact, many of these markers primarily segregate the effector cells contained within the G populations, many of which appear to be long-lived resident effector cells. CD44, CD45RB and CD122 are upregulated in the E, F and G populations believed to be selected by the TCR in a pattern similar to CD73. However, neither CD44, CD45RB nor CD122 could separate the populations as clearly as CD73. Furthermore, the existing markers were unable to distinguish the C and D populations from the B population in the absence of CD200 and CD371, and could not segregate the E from the F population without the detection of CD117.

Due to the lack of development markers and a focus on the foetal system, most previous studies have focused solely on CD24^low^ cells as the thymic end point of γδ T cell development^32, 42, 43^. This is despite strong and long-standing evidence of CD24 expression within the majority of γδ T cell recent thymic emigrants (γδRTEs) in adult mice^39, 44^. These CD24^high^ γδRTEs have been shown to constitute approximately half of the total γδ T cell populations in peripheral lymphoid organs and to be continuously replenished^39^. In this study, we identified two populations of CD24^high^ γδ thymocytes, stages C and E, which accumulated when thymic export was blocked. Additionally, we found that these accumulated populations downregulated CD24 only when their export was pharmacologically blocked. This result is analogous to γδRTEs, which are known to downregulate CD24 after they arrive at their target organs in the periphery^39^. Concurrent with the thymic accumulation of cells within the C and E stages, we observed selective depletion of CD24^high^ γδ T cells in the peripheral lymph nodes after FTY720 treatment. Consistent with thymic export at both the (CD73^−^) C and (CD73^+^) E stages, the CD24^high^ γδRTEs were equally distributed between CD73^−^ and CD73^+^ cells in the peripheral lymph nodes. Taken together, these findings support the occurrence of thymic export at the C and E stages and establish a gating strategy that will allow future studies to discriminate immature developing CD24^high^ cells from cells that exit the thymus while still expressing CD24.

Effector programming of γδ T cells is coupled to TCR signals received during their development^6, 7, 9^. While the ligands for most γδTCRs are still unknown, sequencing technologies have increased the number of known complementarity-determining region three (CDR3) motifs associated with γδT1, γδT17 and γδNKT cells^19–21, 45, 46^. Here we found that TCR signalling directed development to proceed through the D, F and E stages, and we showed that the TCR repertoires were highly different between the TCR ligand-dependent and -independent stages. Furthermore, we showed that known sequence motifs of prototypical TCR ligand-dependent T10/T22-reactive γδT1 cells were enriched within the D, F and E population, with a concomitant depletion of motifs related to TCR signalling naive γδT17 and γδTn cells^7, 19, 20^. The E stages expressed the highest levels of *Id3*, *Lag3* and *Tigit*, as well as the lowest levels of *Sox13*, *Bcl11b* and *Thy1*. This profile has been shown to be induced by TCR ligand selection of γδ intraepithelial lymphocytes (γδIELs) in the gut and skin^6, 47^. 

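Inhibitory receptors were higher in E than in the mean of the other 6 populations. Tigit was higher by 2.14 (SE 0.17) and Lag3 (ENSMUSG00000030124, chromosome 6 of GRCm38, 124904361 to 124911705), an inhibitory receptor that binds MHC class II, by 2.01 (SE 0.15). Tigit was 8.67 ± 0.19 in V1E and 7.91 ± 0.52 in V2E (SD, n = 2). Lag3 was 7.88 ± 0.03 in V1E, close to 7.74 ± 0.08 in V1G, and 7.82 ± 0.24 in V2E (SD, n = 2). Id3 (ENSMUSG00000007872, chromosome 4 of GRCm38, 136143497 to 136145755) was higher in E by 0.57 (SE 0.14), at 14.84 ± 0.54 in V1E (SD, n = 2). In V2E it was 14.24 ± 0.39 (SD, n = 2), within the SD of the Vγ2+ B, D and F populations (14.29, 14.26 and 14.22). Sox13 was lower in E, at -4.14 (SE 0.35), as were Thy1 (ENSMUSG00000032011, chromosome 9 of GRCm38, 44043384 to 44048579), a surface marker of T cells, at -2.03 (SE 0.19), and Bcl11b (ENSMUSG00000048251, chromosome 12 of GRCm38, 107910403 to 108003602), a transcription factor of T cell commitment, at -1.23 (SE 0.28). Sox13 was 7.76 ± 0.14 in V1E and 9.60 ± 1.08 in V2E, and Thy1 9.20 ± 0.60 and 9.32 ± 0.23 (SD, n = 2). Bcl11b was 12.03 ± 0.87 in V1E and 12.69 ± 0.77 in V2E (SD, n = 2), against 12.59 ± 0.97 in V2G. Of 9 inhibitory receptor and intraepithelial genes, 8 were higher in E, none was lower and 1 did not pass (8 when adjusted over the list alone). Of 22 TCR signal-induced genes, 12 were higher, 1 was lower and 9 did not pass (12 and 1 when adjusted over the list alone). Of 19 IL-17 programme genes, 14 were lower, 1 was higher and 4 did not pass (17 and 1 when adjusted over the list alone). limma called 2621 genes, 1532 higher and 1089 lower in E, and 504 with an absolute log2 difference of at least 1. Its adjusted p was 6.98e-08 for Tigit, 3.78e-08 for Lag3, 1.16e-07 for Sox13, 4.31e-07 for Thy1, 0.00581 for Id3 and 0.00371 for Bcl11b. Camera in limma gave adjusted p = 1.5e-08 for the inhibitory list (0.00331 with an estimated correlation), 3.32e-06 for the TCR-induced list (adjusted p = 0.181 with an estimated correlation) and 1.75e-16 for the IL-17 list (adjusted p = 0.0647 with an estimated correlation). Without V1E replicate 1 or V2E replicate 1, the calls for Id3 (log2 difference 0.38 and 0.43, adjusted p = 0.102 and 0.0923 from limma) and Bcl11b (-0.92 and -0.96, adjusted p = 0.0617 and 0.0663) were lost, and limma called 1615 genes without V2E replicate 1.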

Intriguingly, the E stages also express high levels of *Ahr*, which, together with CD117, is expressed by both epidermal and gut IFN-γ-producing γδIELs (GSE85422^47^; ImmGen.org; Kadow, Jux^48^). 

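Ahr (ENSMUSG00000019256, chromosome 12 of GRCm38, 35497974 to 35535038), the gene of the aryl hydrocarbon receptor, which gut and skin lymphocytes need to persist, was higher in E than in the mean of the other populations by 1.11 on the log2 scale (SE 0.14, adjusted p = 1.27e-05 from limma). It was 12.40 ± 0.28 (SD, n = 2) in V2E, above 11.89 ± 0.41 (SD, n = 2) in V2D. In V1E it was 11.65 ± 0.64 (SD, n = 2), beside 11.66 in V1C and 11.63 in V1D.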

Similar to the T10/T22-reactive γδT1 cells, these γδIEL populations are selected by known ligands. This supports that the upregulation of CD117 is a common trait for γδT1 cells^6, 7, 9^. Unlike the IFN-γ-producing subsets, it has been hypothesised that γδT17 cells and γδTn cells develop and are exported in the absence of TCR selection by endogenous ligands^6, 7, 10, 14^. When thymic export was blocked, we observed an accumulation of cells within the C population with an apparent TCR ligand-naive phenotype expressing genes associated with γδTn and γδT17 programming. However, despite having the associated transcriptional networks^32, 35^, these cells did not produce IL-17A upon stimulation. Unlike γδT17 cells, the C population exhibited hallmarks of γδTn cells (*Ccr7* ^high^ *Sell* ^high^ *Cd44* ^low^), further indicating that the C population contains mature γδTn cells. Consequently, our data suggest that similar transcriptional networks are active in the development of γδTn and γδT17 cells and support that expression of these transcriptional networks are insufficient to allow IL-17A programming in the adult thymus^18, 22^. The G population contains a mixture of γδNKT and γδT17 cells that are enriched within the Vγ1.1^+^ and Vγ2^+^ subset, respectively, as evidenced by their transcriptional profiles and the expression of CD27, CD44, CCR6 and NK1.1 associated with these effector populations^8, 28^. 

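Ccr6 (ENSMUSG00000040899, chromosome 17 of GRCm38, 8236043 to 8257141) was 12.62 ± 0.16 in V2G and 6.62 ± 0.14 in V1G (SD, n = 2), a log2 difference of 6.00 (SE 0.70, adjusted p = 9.09e-06 from limma). Cd27 (ENSMUSG00000030336, chromosome 6 of GRCm38, 125232622 to 125237010), a costimulatory receptor kept by IFN-γ-producing γδ T cells, was 12.67 ± 0.51 in V2G and 13.23 ± 0.04 in V1G (SD, n = 2). Klrb1c was 11.68 ± 0.49 in V2G and 13.19 ± 0.37 in V1G (SD, n = 2). Cd44 differed by 0.42 (SE 0.32) between V2G and V1G. Of 11 innate NKT-like genes, 4 were lower in V2G, such as Cd40lg, the ligand of CD40, at -2.98 (SE 0.44), 1 was higher and 6 did not pass (5 and 1 when adjusted over the list alone). Of 22 TCR signal-induced genes, 10 were lower in V2G, such as Egr2, an immediate early transcription factor, at -2.24 (SE 0.32), and 2 were higher (13 and 3 when adjusted over the list alone). limma's adjusted p was 0.0702 for Cd27 (log2 difference -0.56, SE 0.19), 0.3 for Klrb1c (-1.51, SE 0.81) and 0.509 for Cd44. With the replicates as a block, Cd27 (0.0104) and Klrb1c (0.00467) passed in limma. Cd27 passed after quantile normalization (adjusted p = 0.0403) and without V2G replicate 1 (-0.92, adjusted p = 0.00397), and Klrb1c on the compared libraries alone (adjusted p = 0.0462). From limma's camera, the NKT-like list had adjusted p = 0.00633 (adjusted p = 0.418 with an estimated correlation) and the TCR-induced list 8.83e-05 (adjusted p = 0.251 with an estimated correlation).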

We found that only the G populations had an altered proportion of Vδ6.3/2^+^ and Vδ4^+^ cells after FTY720 treatment and were highly enriched or oligo-clonal for semi-invariant TCR sequences at homoeostasis. Furthermore, while IFN-γ-producing cells readily accumulated in the adult thymus, we observed no accumulation of IL-17A-producing cells. This finding suggests that, at homoeostasis, the G populations contain a large proportion of long-lived resident effector cells that have not recently undergone thymic development. This phenomenon is consistent with the restriction or bias of γδT17 and γδNKT cells towards development during the perinatal stage, respectively^18, 21^. Consequently, studies should be careful when comparing actively developing γδ thymocytes with resident effector γδ T cells included in the G population, and we strongly recommend including CCR6 and NK1.1 to further distinguish the two effector subsets contained in the G population. However, unlike γδT17 cells, γδNKT cells do develop in the adult thymus, and thus we have denoted the actively developing part of the G population as the thymic precursors of γδNKT cells in our proposed developmental model (Fig. 7).

The development of γδNKT cells is known to be dependent on strong TCR signalling required for induction of ThPOK and PLZF^41, 42, 49, 50^. The mechanism that determines whether a cell progresses towards the γδT1 or γδNKT effector fate, both of which are dependent on strong TCR signals during development, remains poorly defined. Differential dependence on Id3 and SLAM/SAP signalling as well as distinct progenitor origins have been suggested^41, 51, 52^. A previous study has also shown that the development of γδNKT cells is dependent on TCR signalling induced by outside-in conformational changes, whereas other IFN-γ-producing γδ T cells are not^53^. Interestingly, the hallmarks of γδNKT cells, including the expression of *Il4*, *Zbtb7b* (encoding PLZF) and *Zbtb16* (encoding ThPOK) as well as TCRVδ6.3, were all specifically enriched in the Vγ1.1^+^ G population as well as a small fraction of the F population, but not within the E population. Thus, we have shown that TCR-selected γδ thymocytes progressing towards γδNKT or γδT1 cells can be distinguished by their differential expression of CD117. 

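Il4 was highest in V1G and next highest in the F populations, at 6.80 ± 0.58 in V1F and 6.25 ± 0.53 in V2F (SD, n = 2), before 5.29 ± 0.79 in V2G and 4.12 ± 0.20 in V2E. Zbtb16 (ENSMUSG00000066687, chromosome 9 of GRCm38, 48654297 to 48836222), the gene of PLZF, which drives innate-like T cell programmes, was 11.16 ± 0.39 in V1G, 10.25 ± 0.23 in V1F and 8.36 ± 0.06 in V1E (SD, n = 2). In the Vγ2+ subset, Zbtb16 was 9.50 ± 0.28 in F, 9.22 ± 0.18 in G and 8.42 ± 0.01 in E (SD, n = 2). Zbtb7b, the gene of ThPOK, was 9.75 ± 0.20 in V1G and 9.14 ± 0.23 in V2G, against 7.61 ± 0.36 in V1F, 6.85 ± 0.54 in V2F, 6.82 ± 0.91 in V1E and 6.21 ± 0.01 in V2E (SD, n = 2). Between E and F of both subsets, Il4 was lower in E, at -2.16 (SE 0.34), Zbtb16 at -1.49 (SE 0.33), and the difference of Zbtb7b was -0.72 (SE 0.29). Between E and G of the Vγ1.1+ subset, Zbtb16 differed by -2.81 (SE 0.47) and Zbtb7b by -2.93 (SE 0.41). The Vδ6 segment Trav15d-1-dv6d-1 was lower in V2G than in V1G, at -4.03 (SE 0.26); it is nearly identical to other members of its family, with which it shares reads. limma's adjusted p between V2G and V1G was 4.51e-06 for Il4 (log2 difference -4.31, SE 0.47), 0.0102 for Zbtb16 (-1.94, SE 0.47) and 0.445 for Zbtb7b (-0.60, SE 0.41). Between E and F it was 0.0014 for Il4, 0.0216 for Zbtb16 and 0.336 for Zbtb7b, and between V1E and V1G 0.000318 for Zbtb16 and 5.29e-05 for Zbtb7b. The call of Zbtb16 between the G populations was lost without V1G replicate 2 (-1.67, adjusted p = 0.128 from limma) or V2G replicate 1 (-1.82, adjusted p = 0.0824), and that between E and F without any 1 of 7 of its 8 libraries (log2 difference -1.59 to -1.39, adjusted p = 0.0532 to 0.104), the exception being V1E replicate 2.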

Interestingly, this distinction between γδNKT and γδT1 is emphasised in our results by a dichotomy in the expression of *Id2* and *Id3* between G and E stages that are known to be involved in the development of these subsets^41, 54^. 

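Id2 (ENSMUSG00000020644, chromosome 12 of GRCm38, 25093799 to 25097140), an inhibitor of E proteins needed by NK and innate-like T cells, was lower in E than in G, at -2.47 (SE 0.40) in the Vγ1.1+ and -2.58 (SE 0.40) in the Vγ2+ subset. Id3, its relative, was higher in E, by 1.34 (SE 0.26) and 2.01 (SE 0.26). Id2 was 12.72 ± 0.80 in V1E, 15.19 ± 0.27 in V1G, 12.16 ± 0.45 in V2E and 14.73 ± 0.37 in V2G (SD, n = 2). Id3 was 13.51 ± 0.16 in V1G and 12.23 ± 0.40 in V2G (SD, n = 2). limma's adjusted p for Id2 was 0.000236 in the Vγ1.1+ and 7.94e-05 in the Vγ2+ subset, and for Id3 0.00112 and 8.26e-06. The difference between E and G was not shown to depend on the subset for either gene, with interaction terms of 0.11 (SE 0.57, adjusted p = 0.941 from limma) for Id2 and -0.67 (SE 0.36, adjusted p = 0.34) for Id3. On the compared libraries alone, the Vγ1.1+ difference in Id3 did not pass (adjusted p = 0.0607 from limma).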

When thymic export was blocked, we found a drastic accumulation of IFN-γ-producing γδ T cells. Remarkably, most of these cells were negative for PLZF and NK1.1 and expressed high levels of CD45RB, consistent with their status as γδT1 cells. This finding indicates that homoeostatic development in adult mice favours the γδT1 over the γδNKT effector fate, yet we cannot exclude the possibility that some IFN-γ is produced by γδTn cells that are activated by short-term stimulation, as shown for peripheral CD27^+^ γδ T cells^8^. The bias towards γδT1 development in adult mice may seem contradictory to the γδNKT phenotype dominating the mature (CD24^low^) population in the thymus at homoeostasis. However, within the Vγ1.1^+^ G population, we found high proportions of germline-like Vδ6.3 CDR3 sequences that were characteristic of γδNKT cells developing during the perinatal period, where TdT is not expressed^21^. Furthermore, we showed that the proportion of cells expressing the prototypical Vγ1.1Vδ6.3^+^ within the G population was markedly diluted by other TCRVδ-bearing Vγ1.1^+^ cells when thymic export was blocked. A similar trend was observed in the resident γδT17 population dominating the Vγ2^+^ G population at homoeostasis. In this population, we observed marked enrichment in germline CDR3 sequences associated with γδT17 cells, which are known to develop during the perinatal period^18–20^. This finding indicates that the G populations, at homoeostasis, contain long-lived resident γδ T effector cells that developed during the perinatal period, as observed in many other immune and peripheral organs^18^.

In conclusion, this study presents three new markers that allow the identification of seven distinct developmental stages of γδ T cells. We provide data supporting that these stages branch into three pathways that result in the programming and export of γδTn, γδT1 and γδNKT cells. The functions of these effector subsets are highly specialised and provide immunity against various pathogens and transformed host cells. Thus, we present a framework for investigating the processes that precede effector programming. We believe that this framework will allow future studies to gain further insight and determine how we can shape and utilise our γδ T cell pool towards the most beneficial effector responses.

## Methods

### Mice and FTY720 treatment

Unless stated otherwise, all mice experiments were conducted using 7- to 8-week-old female C57BL/6 mice obtained from Taconic (B6-F; Ry, Denmark) and housed in specific pathogen-free facilities at the Department of Experimental Medicine, Faculty of Health and Medical Sciences, University of Copenhagen, in accordance with the national animal-protection guidelines (approved by the Danish Veterinary and Food Administration; license no. 2012-15-2934-00663). To analyse 1-, 2- and 3-week-old mice, litters with mixed genders were used. Mice were killed by careful cervical dislocation to avoid bleeding into the thymus. Standard deviation was established in pilot experiments. We used two to four mice for phenotypic characterisation.

In the FTY720 experiments, mice were randomly assigned to treatment groups, and 2.5 µg per mL FTY720 (Sigma-Aldrich) was added to the drinking water of treated cages (containing two to four mice each). For both treated and untreated mice, cages and drinking water were replaced after 5 days, and new FTY720 was added to the treated cages. Groups of four mice per group per time point were used. No mice were excluded from the analysis. The analysis was performed without blinding.

### γδ thymocyte co-culture with OP9-DL1 cells

For short-term culture of sorted γδ thymocytes, OP9-DL1 feeder cells were used. OP9-DL1 cells (gift from J.C. Zúñiga-Pflücker^55^) were maintained at 30–80% confluency in OP9 medium (HEPES-buffered Glutamax MEM-α (Life Technologies) containing 20% FBS, penicillin/streptomycin, Na-pyruvate, gentamycin and β-mercaptoethanol) in 10 cc culture dishes (Nunc, Roskilde, Denmark). On the day before the experiments, OP9-DL1 cultures were set up by adding 3 × 10^3^ OP9-DL1 cells per well of a flat-bottom 96-well plate (Nunc, Roskilde, Denmark) and allowed to form monolayers overnight. For anti-CD3-treated cultures, the wells were coated with anti-CD3 prior to seeding OP9-DL1 cells by adding 5 µg per mL anti-CD3 antibody (145-2C11 clone; BioLegend) in PBS to each well and incubated for at least 4 h at 37 °C. The medium was removed, and 2–10 × 10^3^ sorted γδ thymocytes were suspended in 200 µL OP9 medium containing 5 ng per mL rmIL-7, and 5 ng per mL rhFlt-3L (R&D Systems Inc., Minneapolis, USA) and added to each well. OP9-DL1 co-cultures are known to induce artificial phenomena such as fate switching^27, 31, 56^. To avoid these phenomena and limit the risk of selective outgrowth of minor populations, the cells were only cultured for 2 days before analysis by flow cytometry.

### Identification of surface marker candidates

MicroArray data from CD24^+^CD73^−^, CD24^+^CD73^+^ and CD24^-^CD73^+^ Vγ1.1^+^ and Vγ2^+^ thymocytes were acquired through Gene Expression Omnibus (GEO) (GSE75920; Buus et al.^31^). Robust multi-array average (RMA) values were calculated from CEL-files for 'core' probes using the 'oligo' R package^57^. Batch effects from the four independent batches were corrected by adjusting expression values using the ComBat function ('sva' R package)^58^. Differentially expressed probe sets between the CD24^+^CD73^−^ and CD24^+^CD73^+^ stages were filtered by exhibiting a log_2_ fold change greater than 3 and BH adjusted *p* value below 0.05 using parametric F-test. Differentially expressed probe sets were subsequently filtered by Gene Ontology terms related to cell surface expression (GO:0009986 or GO:0005886) and relative log_2_ expression greater than 7.

For gene products with commercially available antibodies, the protein expression and distribution among γδ thymocytes were analysed by flow cytometry. CD117, CD200 and CD371 were selected for further analysis based on the following criteria: adequate staining for flow cytometry allowing separation of a positive and negative population, ability to further divide the CD24^+^CD73^−^ or CD24^+^CD73^+^ stages and having similar expression pattern within the Vγ1.1^+^ and the Vγ2^+^ subsets when divided into the CD24^+^CD73^−^, CD24^+^CD73^+^ and CD24^−^CD73^+^ stages.

### Flow cytometry

Antibodies against mouse CD3 (145-2C11), CD4 (RM4-5), CD8 (53-6.7), CD5 (53-7.3), CD9 (MZ3), CD24 (M1/69), CD25 (PC61), CD27 (LG.3A10), CD44 (IM7), CD45RB (C363-16A), CD62L (MEL-14), CD73 (TY/11.8), CD117 (2B8), CD121a (JAMA-147), CD122 (TM-β1), CD127 (A7R34), CD154 (MR1), CD160 (eBioCNX46-3), CD186 (221002), CD192 (475301), CCR6 (29-2L17), CD199 (9B1), CD200 (OX-90), CD200R (OX-110), CD314 (C7), CD371 (5D3/CLEC12A), JAML (4E10), Ly-6C (HK1.4), TCRδ (GL-3), TCRβ (H57-597), TCRVγ1.1 (2.11), TCRVγ2 (UC3-10A6), TCRVδ6.3/2 (8F4H7B7), TCRVδ4 (GL2) and NK1.1 (PK136) were purchased from BD Biosciences (Franklin Lakes, NJ, USA), BioLegend (San Diego, CA, USA) or eBioscience (San Diego, CA, USA). See Supplementary Table 1 for full list of antibody conjugates. Fixable viability dye (eFluor780 or eFluor506; eBioscience, San Diego, CA, USA) or 7-AAD (BioLegend, San Diego, CA, USA) was used to exclude dead cells in the analysis.

Single-cell suspensions from thymus or inguinal lymph nodes (LN) were generated by disruption and straining through a 70-µm cell strainer with a rubber plunger from a 5-mL syringe. Thymic cell suspensions were enriched for γδ T cells by depleting them with anti-CD4 and anti-CD8 magnetic beads (Miltenyi Biotec). For all flow cytometry staining, antibodies were diluted in brilliant stain buffer (BD Biosciences, San Diego, CA, USA; cat. no. 563794) and stained for 30–40 min in the dark on ice. For intracellular cytokine staining, single-cell suspensions were stimulated with phorbol 12-myristate 13-acetate (PMA; 25 ng per mL) and ionomycin (625 ng per mL) in complete medium including monensin (2.08 µg per mL) for 4 h at 37 °C. Cells were stained for surface markers, fixed and permeabilised using BD Cytofix/Cytoperm (BD Biosciences; cat. no. 554722). Permeabilised cells were stained with anti-IL-17A (TC11-18H10), anti-IFN-γ (XMG1.2), anti-PLZF (9E12), anti-AHR (T49-550) and anti-RORγ(t) (B2D) or a rat IgG1 isotype control. All samples were analysed on a BD LSRFortessa or BD Aria II at the Core Facility for Flow Cytometry, Faculty of Health and Medical Sciences, University of Copenhagen. Data were analysed using the R or FlowJo software (Treestar, Ashland, OR, USA).

### Sorting γδ thymocytes

γδ thymocytes from eight mice were isolated and stained for flow cytometry as described above. To sort the 14 different populations, thymocytes were initially sorted into four samples using a yield mask for best recovery: Vγ1.1^+^CD73^−^, Vγ1.1^+^CD73^+^, Vγ2^+^CD73^−^ and Vγ2^+^CD73^+^ cells. Each of these four samples were subsequently sorted as A, B and C or D, E, F and G populations directly into TRI reagent (cat. no. T9424, Sigma-Aldrich) for RNA sequencing (RNA-Seq) or OP9 medium for co-culture experiments using a purity mask for optimal purity. To achieve sufficient cells for RNA-sequencing libraries, RNA was pooled from two or three independent sorting experiments, each using thymi from eight mice. Due to the limited number of cells and direct lysis, post-sort purity was assayed only from the largest population (Vγ2^+^ B) and found to consistently exceed 95%. Cell lysates in TRI reagent were stored at −80 °C after final sorting until RNA extraction.

### mRNA sequencing

Cell lysates in TRI reagent were thawed at room temperature, and RNA was extracted by adding BCP (cat. no. B9673, Sigma-Aldrich), centrifugation and using the upper phase. RNA was precipitated with isopropanol and washed twice with 70% ethanol. RNA samples were resuspended in nuclease-free water and stored at −80 °C until library construction. RNA-Seq libraries were constructed using the SMARTer Ultra Low Input RNA v4 (cDNA synthesis and amplification; cat. no. 634890, Takara) and SMARTer Low Input Library Prep Kit V2 (library prep from cDNA; cat. no. 634899, Takara) according to the protocols supplied by the vendor. Two biological replicates from each population were generated and sequenced during separate runs. For both independent biological replicates, sequencing was conducted as 100-bp paired-end reads divided on two lanes containing A to G populations from either the Vγ1.1^+^ or the Vγ2^+^ subset on the Illumina HiSeq2500 platform. This division on lanes assured high-fidelity comparisons of populations within each subset. The quality of the raw RNA-Seq reads was controlled using FastQC. Library preparation and sequencing were performed at AROS Applied Biotechnology A/S (Aarhus, Denmark).

### Statistics

Unless stated otherwise, statistical analyses were performed using the two-sided Student’s *t* test with a 5% significance level, unpaired observations and equal variance. Significance was defined as *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001.

### Bioinformatics analysis of flow cytometry data

Equal numbers of γδ T cells were down-sampled from each replicate, concatenated to a single fcs file using FlowJo and used for analysis in R using the 'flowCore' and 'cytofkit' packages^59, 60^. t-SNE was calculated for 10,000 cells based on the expression of CD24, CD25, CD73, CD117, CD200 and CD371. Due to the stochasticity of the algorithm, multiple t-SNE graphs were generated that showed a highly similar grouping. Cells were clustered using Phenograph, ClustalX, DensVM and FlowSOM^61^. FlowSOM clustering with *k* = 7 yielded similar-sized clusters with discernible differences in surface marker expression and was chosen for further analysis. The cluster profile heat map was created based on the mean expression of cells within each cluster. Progression analysis was conducted using the Isomap and Diffusionmap algorithms on a cluster-based down-sampled data set, as recommended in the cytofkit manual.

### Bioinformatics analysis of mRNA sequencing

Raw RNA-Seq reads were pseudoaligned to the mouse transcriptome (ENSEMBL, GRCm38 release 79) using Kallisto. Expression analysis was conducted using the 'tximport' and 'DEseq2' R packages adhering to the guidelines suggested in the DEseq2 manual^62, 63^. Forty-one erythrocyte-associated transcripts were excluded due to high erythrocyte transcription within the V1C_2 sample in comparison to all the other samples (including its biological replicate V1C_1). The C populations from the second biological replicates (V1C_2 and V2C_2) clustered closer to their respective D populations compared with the first C population samples, likely due to the small number of cells and less efficient CD200 staining during sorting, leading to the inclusion of CD200^low-int^ cells in the C populations of this replicate. To conservatively represent the expression within the populations, the mean of the biological replicates was used in data visualisations. Overall, transcriptional similarity was used to infer likely developmental relationships between each of the A to G populations. This tactic assumes that two populations exhibiting low overall transcriptional difference are more likely to be related than two populations exhibiting greater difference. Transcriptional differences between the populations were calculated using their pairwise Euclidian distances as well as by principal component analysis (PCA) calculated from all expressed RNA-Seq transcripts using R.

### TCR Vδ usage and CDR3 clonotyping

TCR sequence analysis was performed by aligning RNA-Seq sequences against TCR genes allowing insertions and gaps using miXCR software with settings optimised for RNA-Seq libraries including two assemblePartial and one extendAlignments runs, as recommended by the manual^64^. VDJtools^65^ was used to eliminate erroneous clonotypes, filter for functionally recombined CDR3 sequences (by removing out-of-frame transcripts) and reduce the number of reads from each library to equal numbers (1200 and 724 aligned reads per library for CDR3δ and CDR3γ, respectively). The heat maps of enrichment of CDR3 motifs associated with different γδ T cell effector subsets in Fig. 3h were extracted using 'regular-expressions' and quantified by dividing by the total number of filtered reads aligned to the TCR Vδ or TCR Vγ locus in R. The heat map of TCR Vδ-chain usage in Fig. 4d within each population was calculated by the number of reads divided by the total number of filtered reads aligned to the TCR Vδ locus in R. The CDR3 diversity quantification included in Supplementary Fig. 7 was calculated as the inverse Simpson index using the 'tcR' package in R^66^ and using VDJtools.

### Code availability

The code used for analysis in our study is available from the corresponding author on request.

### Data availability

The RNA-Seq data sets used in Figs. 3 and 4 have been deposited in the GEO under ID code GSE97137. The previously published and publicly available MicroArray data set used in Fig. 1 is available in the GEO under ID code GSE75920. All other data are available from the authors on request.

## Electronic supplementary material

Supplementary Information

Peer Review File

## References

[1] Bonneville M, O’Brien RL, Born WK (2010). γδ T cell effector functions: a blend of innate programming and acquired plasticity. Nat. Rev. Immunol..

[2] Vantourout P, Hayday A (2013). Six-of-the-best: unique contributions of γδ T cells to immunology. Nat. Rev. Immunol..

[3] Chien YH, Meyer C, Bonneville M (2014). γδ T cells: first line of defense and beyond. Annu. Rev. Immunol..

[4] Silva-Santos B, Serre K, Norell H (2015). γδ T cells in cancer. Nat. Rev. Immunol..

[5] Daley D (2016). γδ T cells support pancreatic oncogenesis by restraining αβ T cell activation. Cell.

[6] Turchinovich G, Hayday AC (2011). Skint-1 identifies a common molecular mechanism for the development of interferon-γ-secreting versus interleukin-17-secreting γδ T cells. Immunity.

[7] Jensen KD (2008). Thymic selection determines γδ T cell effector fate: antigen-naive cells make interleukin-17 and antigen-experienced cells make interferon γ. Immunity.

[8] Ribot JC (2009). CD27 is a thymic determinant of the balance between interferon-γ- and interleukin 17-producing γδ T cell subsets. Nat. Immunol..

[9] Munoz-Ruiz M (2016). TCR signal strength controls thymic differentiation of discrete proinflammatory γδ T cell subsets. Nat. Immunol..

[10] Lombes A (2015). Adaptive immune-like γ/δ T lymphocytes share many common features with their alpha/beta T cell counterparts. J. Immunol..

[11] Ramirez-Valle F, Gray EE, Cyster JG (2015). Inflammation induces dermal Vγ4 + γδT17 memory-like cells that travel to distant skin and accelerate secondary IL-17-driven responses. Proc. Natl Acad. Sci. USA.

[12] Zeng X (2012). γδ T cells recognize a microbial encoded B cell antigen to initiate a rapid antigen-specific interleukin-17 response. Immunity.

[13] Hartwig T, Pantelyushin S, Croxford AL, Kulig P, Becher B (2015). Dermal IL-17-producing γδ T cells establish long-lived memory in the skin. Eur. J. Immunol..

[14] Turchinovich G, Pennington DJ (2011). T cell receptor signalling in γδ cell development: strength isn’t everything. Trends Immunol..

[15] Munoz-Ruiz M, Sumaria N, Pennington DJ, Silva-Santos B (2017). Thymic determinants of γδ T cell differentiation. Trends Immunol..

[16] Ramond C (2014). Two waves of distinct hematopoietic progenitor cells colonize the fetal thymus. Nat. Immunol..

[17] Shibata K (2014). IFN-γ-producing and IL-17-producing γδ T cells differentiate at distinct developmental stages in murine fetal thymus. J. Immunol..

[18] Haas JD (2012). Development of interleukin-17-producing γδ T cells is restricted to a functional embryonic wave. Immunity.

[19] Kashani E (2015). A clonotypic Vγ4Jγ1/Vδ5Dδ2Jδ1 innate γδ T-cell population restricted to the CCR6(+)CD27(−) subset. Nat. Commun..

[20] Wei YL (2015). A highly focused antigen receptor repertoire characterizes γδ T cells that are poised to make IL-17 rapidly in naive animals. Front. Immunol..

[21] Grigoriadou K, Boucontet L, Pereira P (2003). Most IL-4-producing γ δ thymocytes of adult mice originate from fetal precursors. J. Immunol..

[22] Shibata K (2008). Identification of CD25 + γδ T cells as fetal thymus-derived naturally occurring IL-17 producers. J. Immunol..

[23] Carding SR, Egan PJ (2002). γδ T cells: functional plasticity and heterogeneity. Nat. Rev. Immunol..

[24] Garman RD, Doherty PJ, Raulet DH (1986). Diversity rearrangement, and expression of murine T cell γ genes. Cell.

[25] Fahl SP, Coffey F, Wiest DL (2014). Origins of γδ T cell effector subsets: a riddle wrapped in an enigma. J. Immunol..

[26] Prinz I (2006). Visualization of the earliest steps of γδ T cell development in the adult thymus. Nat. Immunol..

[27] Coffey F (2014). The TCR ligand-inducible expression of CD73 marks γδ lineage commitment and a metastable intermediate in effector specification. J. Exp. Med..

[28] Haas JD (2009). CCR6 and NK1.1 distinguish between IL-17A and IFN-γ-producing γδ effector T cells. Eur. J. Immunol..

[29] Sumaria N, Grandjean CL, Silva-Santos B, Pennington DJ (2017). Strong TCRγδ signaling prohibits thymic development of IL-17A-secreting γδ T cells. Cell Rep..

[30] Buus TB, Schmidt JD, Bonefeld CM, Geisler C, Lauritsen JP (2016). Development of interleukin-17-producing Vγ2 + γδ T cells is reduced by ICOS signaling in the thymus. Oncotarget.

[31] Buus TB, Geisler C, Lauritsen JP (2016). The major diversification of Vγ1.1 + and Vγ2 + thymocytes in mice occurs after commitment to the γδ T-cell lineage. Eur. J. Immunol..

[32] Narayan K (2012). Intrathymic programming of effector fates in three molecularly distinct γδ T cell subtypes. Nat. Immunol..

[33] Lewis JM (2006). Selection of the cutaneous intraepithelial γδ + T cell repertoire by a thymic stromal determinant. Nat. Immunol..

[34] Schmolka N (2013). Epigenetic and transcriptional signatures of stable versus plastic differentiation of proinflammatory γδ T cell subsets. Nat. Immunol..

[35] Malhotra N (2013). A network of high-mobility group box transcription factors programs innate interleukin-17 production. Immunity.

[36] Jojic V (2013). Identification of transcriptional regulators in the mouse immune system. Nat. Immunol..

[37] Newell EW, Cheng Y (2016). Mass cytometry: blessed with the curse of dimensionality. Nat. Immunol..

[38] Matloubian M (2004). Lymphocyte egress from thymus and peripheral lymphoid organs is dependent on S1P receptor 1. Nature.

[39] Tough DF, Sprent J (1998). Lifespan of γ/δ T cells. J. Exp. Med..

[40] Wencker M (2014). Innate-like T cells straddle innate and adaptive immunity by altering antigen-receptor responsiveness. Nat. Immunol..

[41] Alonzo ES (2010). Development of promyelocytic zinc finger and ThPOK-expressing innate γδ T cells is controlled by strength of TCR signaling and Id3. J. Immunol..

[42] Park K (2010). TCR-mediated ThPOK induction promotes development of mature (CD24-) γδ thymocytes. EMBO J..

[43] Zarin P, Wong GW, Mohtashami M, Wiest DL, Zuniga-Pflucker JC (2014). Enforcement of γδ-lineage commitment by the pre-T-cell receptor in precursors with weak γδ-TCR signals. Proc. Natl Acad. Sci. USA.

[44] Kelly KA, Pearse M, Lefrancois L, Scollay R (1993). Emigration of selected subsets of γδ + T cells from the adult murine thymus. Int. Immunol..

[45] Shin S (2005). Antigen recognition determinants of γδ T cell receptors. Science.

[46] Adams EJ, Strop P, Shin S, Chien YH, Garcia KC (2008). An autonomous CDR3δ is sufficient for recognition of the nonclassical MHC class I molecules T10 and T22 by γδ T cells. Nat. Immunol..

[47] Di Marco Barros R (2016). Epithelia use butyrophilin-like molecules to shape organ-specific γδ T cell compartments. Cell.

[48] Kadow S (2011). Aryl hydrocarbon receptor is critical for homoeostasis of invariant γδ T cells in the murine epidermis. J. Immunol..

[49] Kreslavsky T (2009). TCR-inducible PLZF transcription factor required for innate phenotype of a subset of γδ T cells with restricted TCR diversity. Proc. Natl Acad. Sci. USA.

[50] Azuara V, Lembezat MP, Pereira P (1998). The homogeneity of the TCRδ repertoire expressed by the Thy-1dull γδ T cell population is due to cellular selection. Eur. J. Immunol..

[51] Verykokakis M (2010). Inhibitor of DNA binding 3 limits development of murine slam-associated adaptor protein-dependent “innate” γδ T cells. PLoS One.

[52] Lauritsen JP (2009). Marked induction of the helix-loop-helix protein Id3 promotes the γδ T cell fate and renders their functional maturation Notch independent. Immunity.

[53] Blanco R, Borroto A, Schamel W, Pereira P, Alarcon B (2014). Conformational changes in the T cell receptor differentially determine T cell subset development in mice. Sci. Signal..

[54] Zhang B, Lin YY, Dai M, Zhuang Y (2014). Id3 and Id2 act as a dual safety mechanism in regulating the development and population size of innate-like γδ T cells. J. Immunol..

[55] Schmitt TM, Zuniga-Pflucker JC (2002). Induction of T cell development from hematopoietic progenitor cells by δ-like-1 in vitro. Immunity.

[56] Haks MC (2005). Attenuation of γδTCR signaling efficiently diverts thymocytes to the αβ lineage. Immunity.

[57] Carvalho BS, Irizarry RA (2010). A framework for oligonucleotide microarray preprocessing. Bioinformatics.

[58] Johnson WE, Li C, Rabinovic A (2007). Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics.

[59] Chen H (2016). Cytofkit: a bioconductor package for an integrated mass cytometry data analysis pipeline. PLoS Comput. Biol..

[60] Hahne F (2009). flowCore: a bioconductor package for high throughput flow cytometry. BMC Bioinformatics.

[61] Van Gassen S (2015). FlowSOM: using self-organizing maps for visualization and interpretation of cytometry data. Cytometry A.

[62] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[63] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[64] Bolotin DA (2015). MiXCR: software for comprehensive adaptive immunity profiling. Nat. Methods.

[65] Shugay M (2015). VDJtools: unifying post-analysis of T cell receptor repertoires. PLoS Comput. Biol..

[66] Nazarov VI (2015). tcR: an R package for T cell receptor repertoire advanced data analysis. BMC Bioinformatics.

# Supplementary material for: Three distinct developmental pathways for adaptive and two IFN-γ-producing γδ T subsets in adult thymus
**Source:** Nat Commun. 2017 Dec 4;8:1911. doi: 10.1038/s41467-017-01963-w
**Supplement:** Supplementary file 1 — Supplementary Information

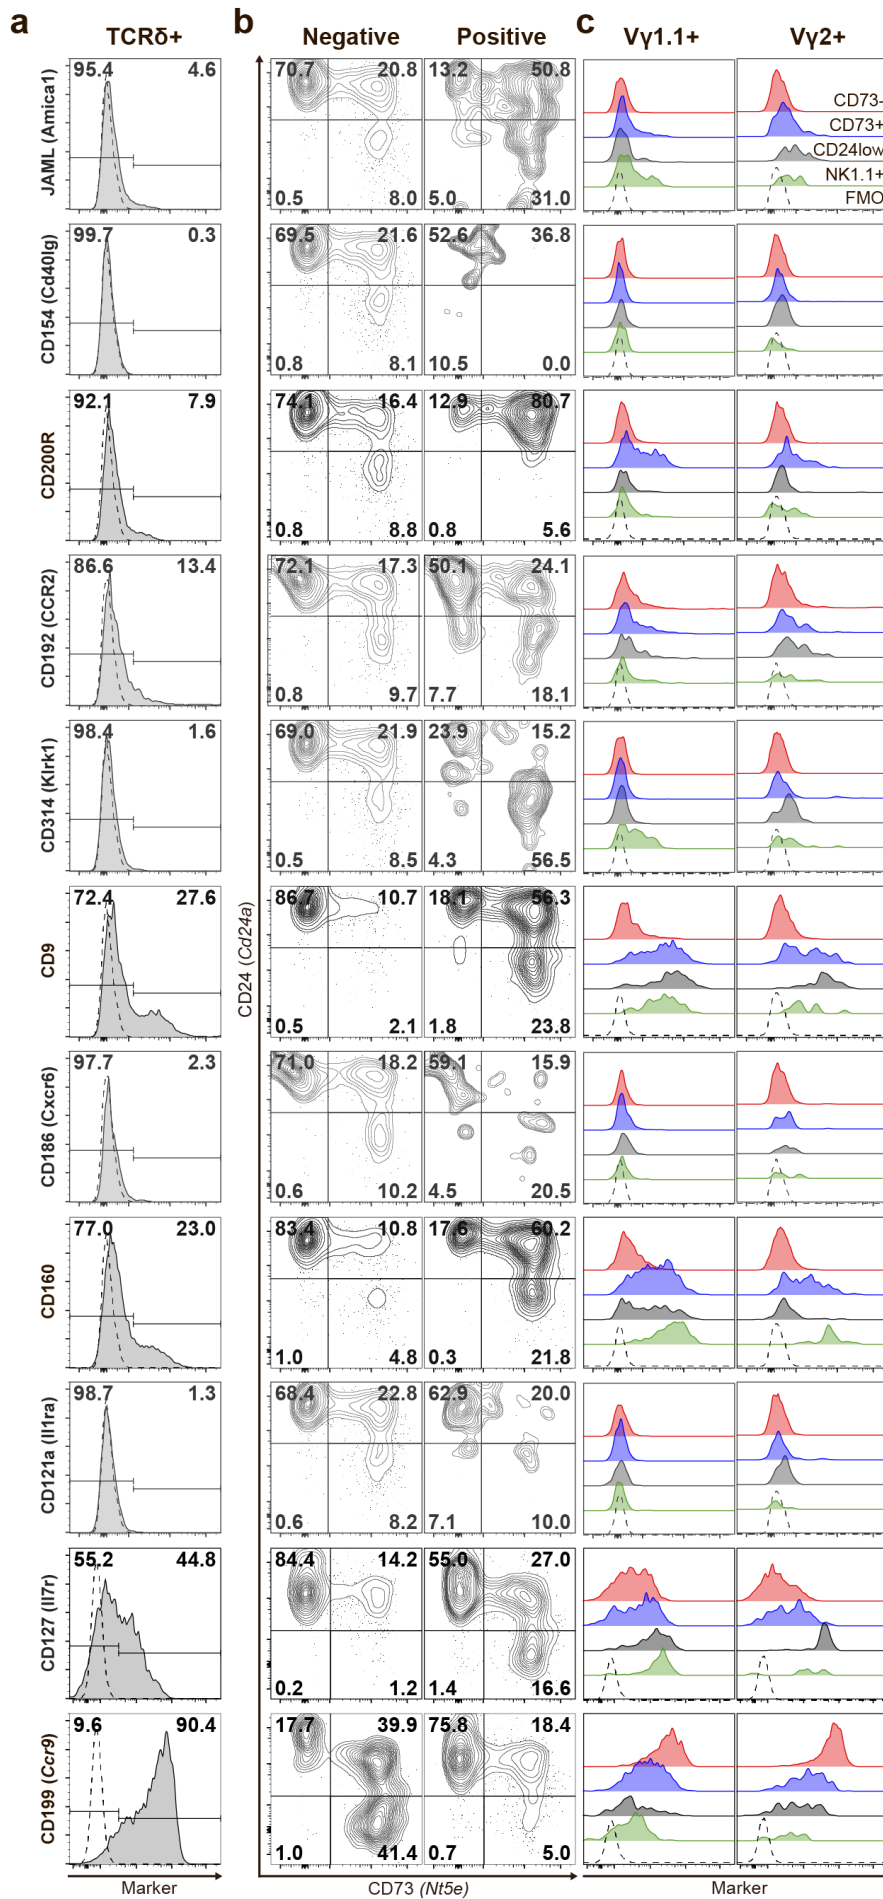

Supplementary Figure 1:

Expression of surface markers during $\gamma\delta$ T cell development

Representative flow cytometric plots showing the expression of the putative surface markers identified in Fig. 1b. Plots show (a) TCR δ^+ gated thymocytes as histograms, (b) the distribution of marker-negative and marker-positive cells within developmental stages defined by CD73 and CD24 and (c) the expression of markers within subpopulations of the V γ 1.1 $^+$ and the V γ 2 $^+$ subset.

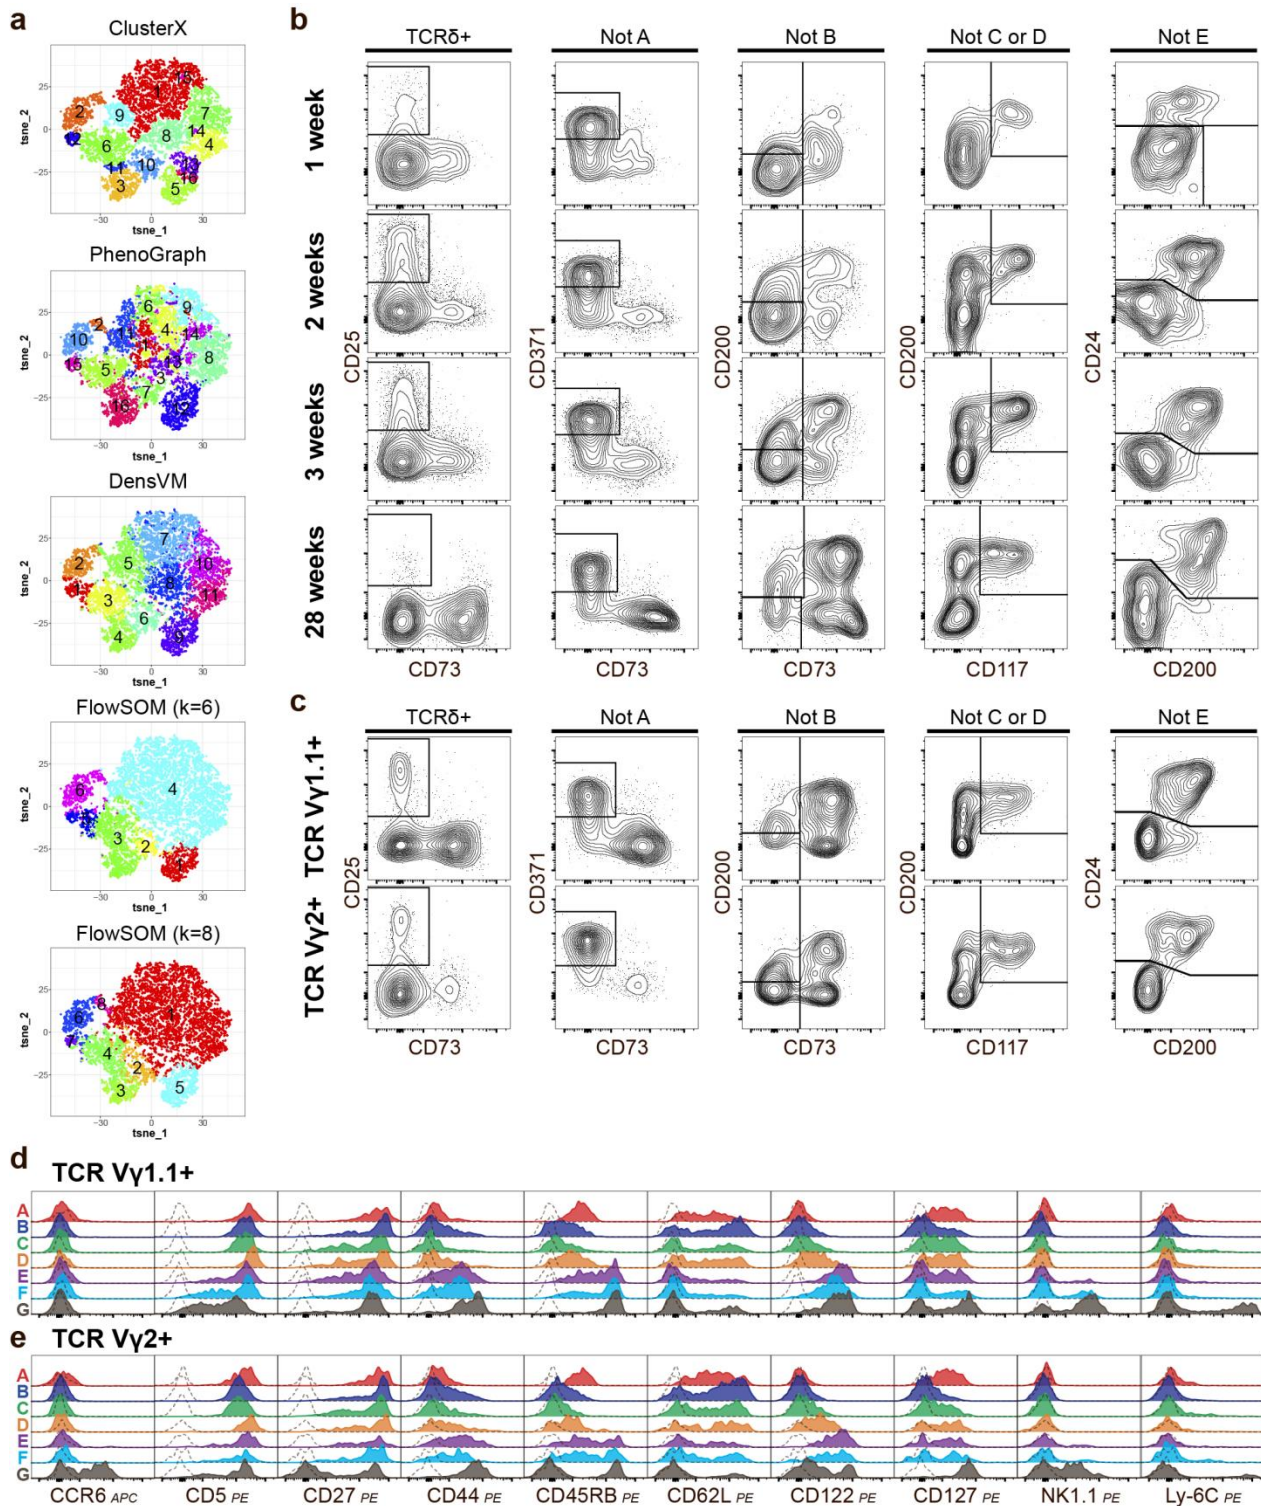

Supplementary Figure 2: Surface expression of CD117, CD200 and CD371 allows isolation of seven distinct $\gamma\delta$ thymocyte populations

(a) Clustering of TCR δ^+ thymocytes based on the expression of CD24, CD25, CD73, CD117, CD200 and CD371 visualised by t-Distributed Stochastic Neighbour Embedding (t-SNE) and clustered by different automated clustering algorithms included in the “cytofkit” R package: ClusterX, PhenoGraph, DensVM and FlowSOM (with k set to 6 or 8).

(b) Population A to G gating of TCR δ^+ thymocytes from 1- to 28-week-old mice.

(c) Population A to G gating of TCR δ^+ V γ 1.1 $^+$ (top) and V γ 2 $^+$ (bottom) cells of 8-week-old mice.

(d,e) Representative histograms of previously established surface markers of $\gamma\delta$ T cells within populations A to G divided into the (d) V γ 1.1 $^+$ and (e) V γ 2 $^+$ subset (n = 6 mice from two independent experiments).

a

SSC-A
FSC-A
FSC-H
Viability
CD8
CD4
CD19
TCRδ
TCR Vγ1.1
TCR Vγ2
TCRδ
TCRVγ1.1+
TCRVγ2+
CD25
CD371
CD200
CD24
CD117
CD200
CD73
CD73
CD73
CD24
CD117
CD200

b

PCA
of RNA-seq data
PC3 (15.1%)
PC1 (47.0%)
A B C D E F G
Vγ1.1+
Vγ2+
Vγ2+

c

PC1
Sstr2
Klrb1c
Klrc1
Klrb1a
Samd3
Klra1
Cxcr3
Hopx
Amica1
Ccl5
Ly6c2
Ahna
Fcer1g
Pglyrp1
Serpin3g
Tbx21
Klra1
Tns4
Klrc2
Klra7
Klra2
Klrc1
Gzmb
Klra3
Klra9
Ncr1
Ccr6
V2C
V2B
V2A
V1A
V1B
V1C
V1D
V2D
V2F
V2E
V1E
V1F
V1G
V2G

d

PC2
Sox13
Btk
S830411N06Rik
Myo6
Maf
Rorc
Cd8b1
Pdlim4
Lingo4
Il1f1
Pcsk1
Igkv10-96
Tmod1
Klrb1a
V2G
V2B
V2C
V1C
V1B
V2D
V1A
V1D
V1G
V2F
V1F
V2E
V1E

e

PC3
Ccr2
Trpm1
Drc1
Dbn1
C1ql3
Greb1
Ccr6
Il23r
Kcnk1
Lrm2
V2E
V2D
V2F
V1D
V1E
V1A
V1C
V1B
V2C
V1G
V2G

f

Diffusionmap
of FC data
diffusionmap_2
diffusionmap_1
A B C D E F G

g

TCRδ+
TCRVγ1.1+
TCRVγ2+
RORγt

h

TCRδ+
TCRVγ1.1+
TCRVγ2+
PLZF

i

TCRδ+
TCRVγ1.1+
TCRVγ2+
AHR

Supplementary Figure 3: Populations A to G can be sorted and exhibit differential expression

(a) Gating strategy for FACS sorting of populations A to G from the V γ 1.1⁺ and the V γ 2⁺ subsets and post-sorting purity from the sorted V γ 2⁺ B population.

(b-e) Principal component analysis and heat maps showing expression of genes with numeric loadings greater than 0.05 (indicating the genes most important for separation of the populations) within the (c) principal component 1 (PC1), (d) PC2 and (e) PC3.

(f) Cellular progression predicted by flow cytometric expression of CD24, CD25, CD73, CD117, CD200 and CD371 by diffusion map. Each A to G population was reduced to 100 cells before analysis. Each dot represents a single cell.

(g-i) Expression effector subset-related transcription factors assayed by flow cytometry and visualized by histograms and the normalized geometric mean fluorescence intensity (MFI) of (f) ROR γ (t), (g) PLZF and (h) AHR. Dashed lines depict the signal from isotype controls within the same gates.

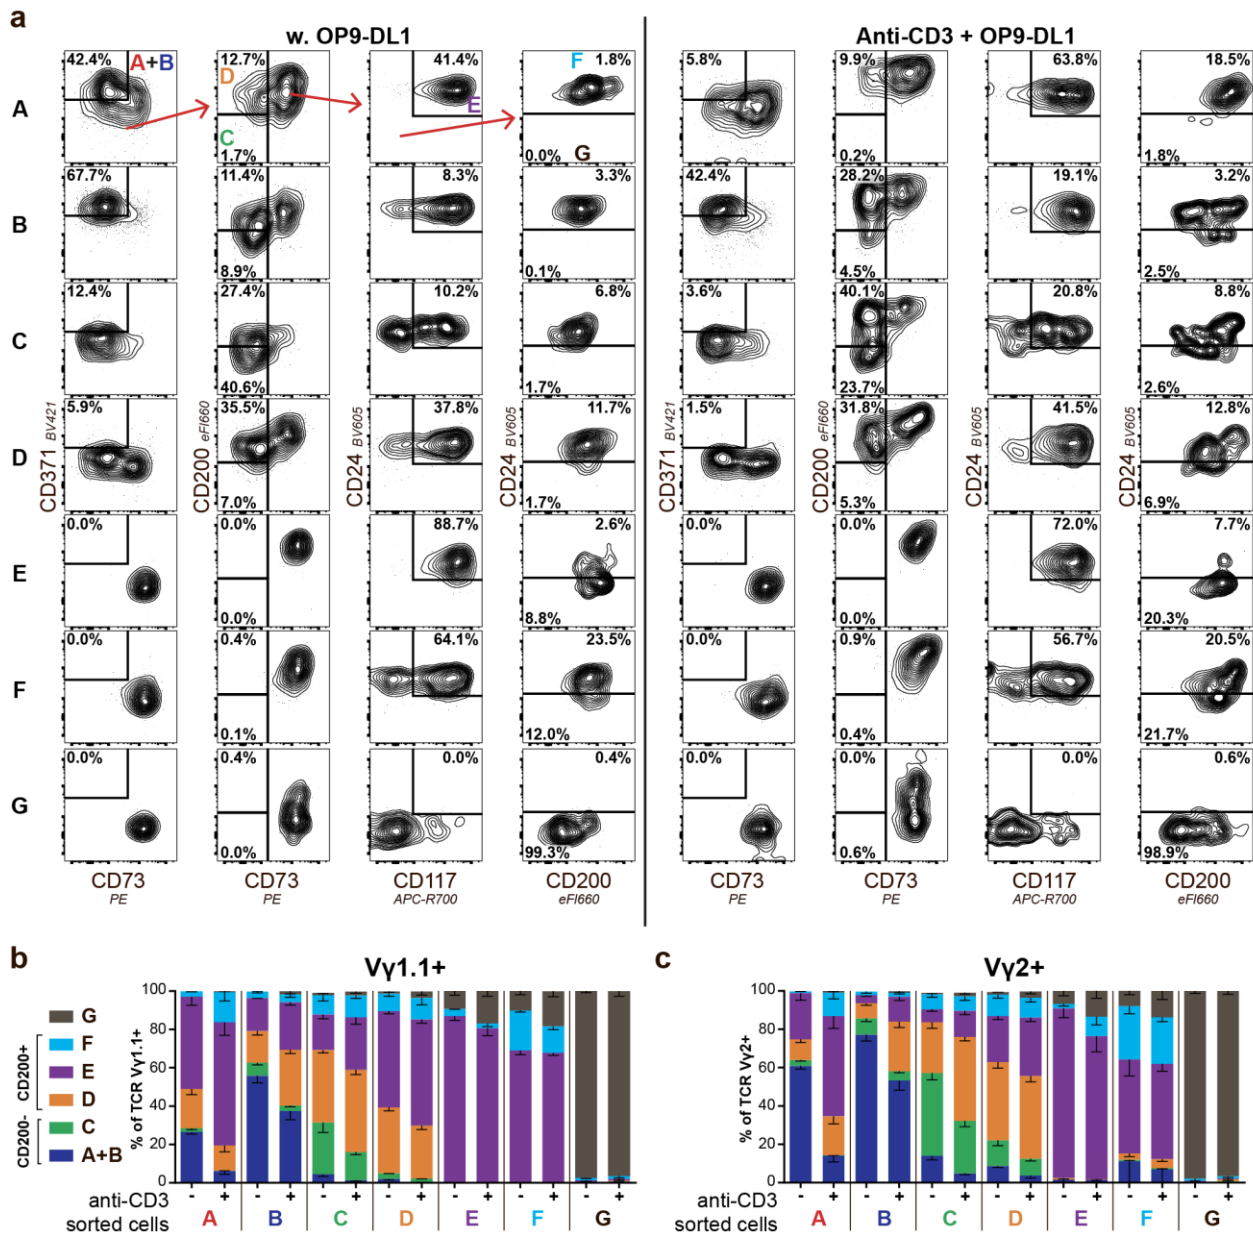

Supplementary Figure 4: Progression through the D, E and F populations is induced by TCR signalling

(a) Representative flow cytometry plots of sorted cells divided into the A to G populations after two days of culture on OP9-DL1 monolayers in the presence (anti-CD3 + OP9-DL1) or absence (w. OP9-DL1) of anti-CD3. Note that the E population is gated as CD24⁺CD117⁺ to avoid misclassifying E cells in the CD24⁺ population (not observed *in vivo*).

(b,c) Progression of sorted TCR δ^+ cells from population A to G after two days of culture on OP9-DL1 monolayers in the presence or absence of immobilized anti-CD3. Quantified as the percent of (b) V γ 1.1⁺ and (c) V γ 2⁺ cells. Bars depict the mean $\pm$ SEM from three independent experiments with cells sorted from four to eight mice.

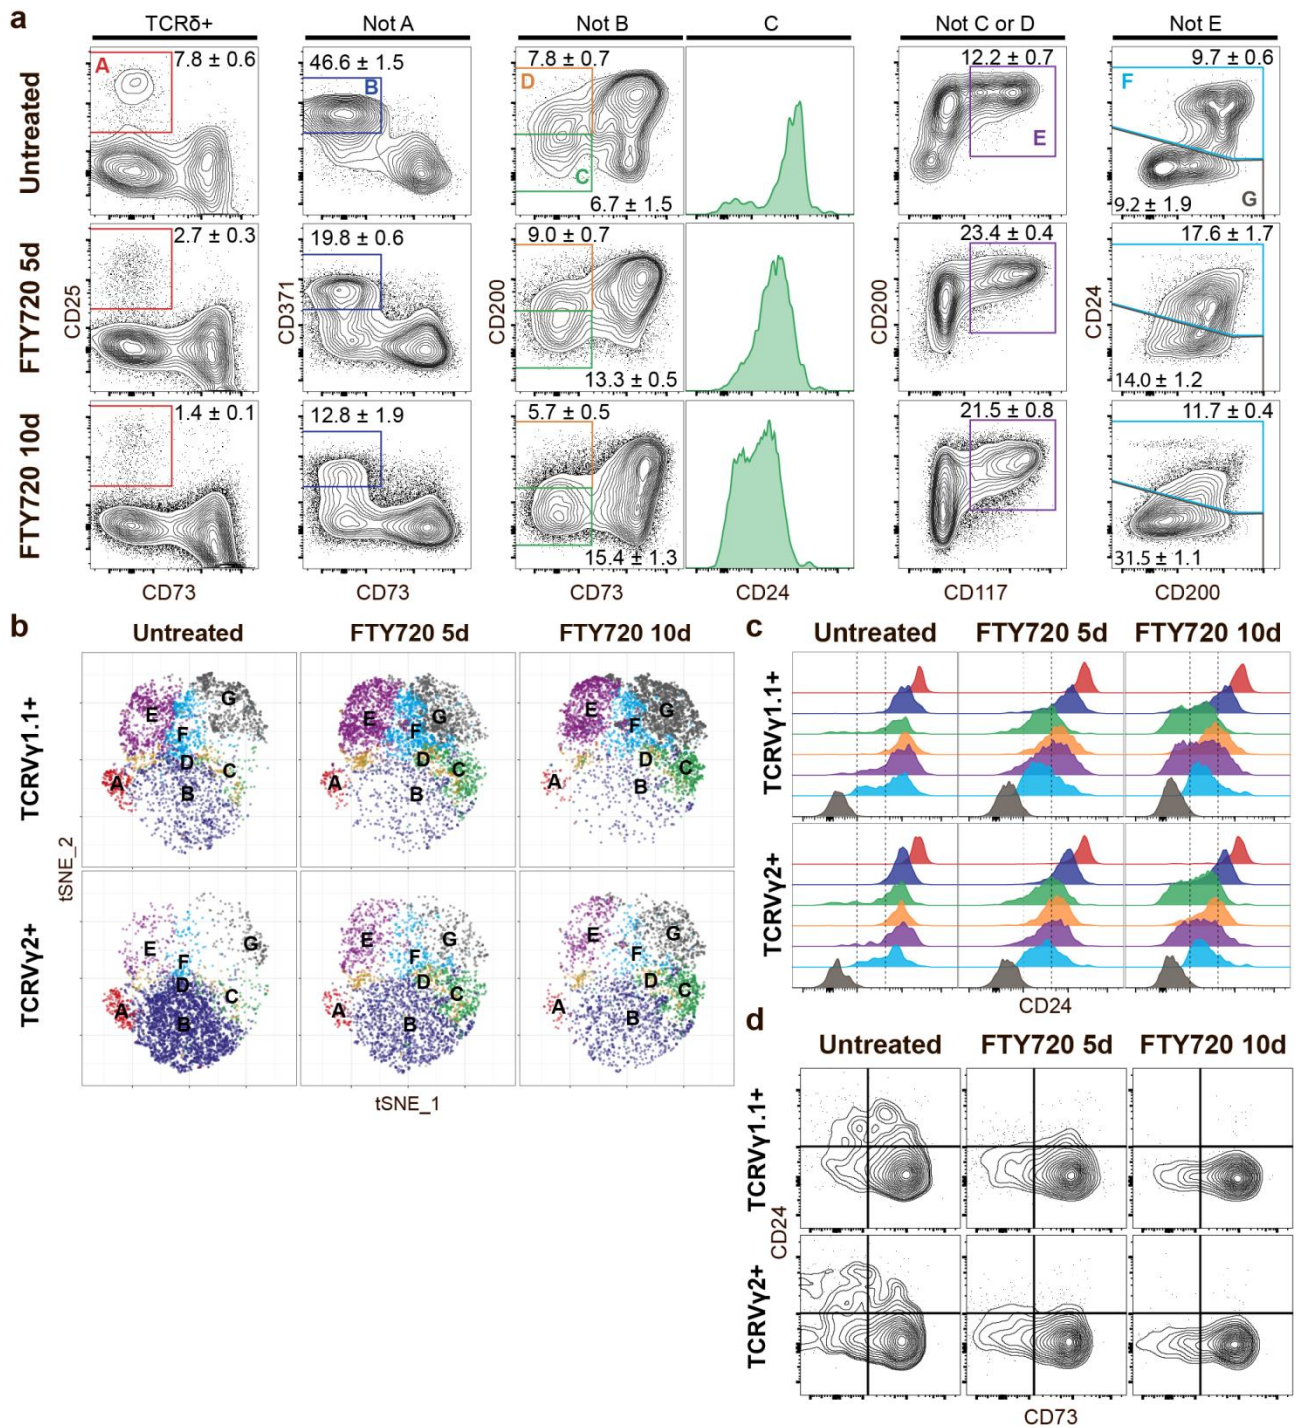

Supplementary Figure 5: $\gamma\delta$ T cells emigrate from the thymus at the C, E and G stages

(a,b) $\text{TCR}\delta^+$ thymocyte distributions within population A to G after treatment with FTY720 for 5 or 10 days visualized by (a) standard bi-axial flow cytometry plots of the gating strategy and (b) t-SNE map of population A to G of the $\text{V}\gamma 1.1^+$ and $\text{V}\gamma 2^+$ subsets. Numbers denote the mean $\pm$ SEM.

(c) Representative histograms of CD24 expression within the A to G populations of the $\text{V}\gamma 1.1^+$ and $\text{V}\gamma 2^+$ subsets after treatment with FTY720 for 5 or 10 days.

(d) Representative bi-axial plots showing expression of CD24 within CD73^- and CD73^+ $\text{TCR}\delta^+$ $\text{V}\gamma 1.1^+$ and $\text{V}\gamma 2^+$ cells from inguinal lymph nodes after FTY720 treatment for 5 or 10 days.

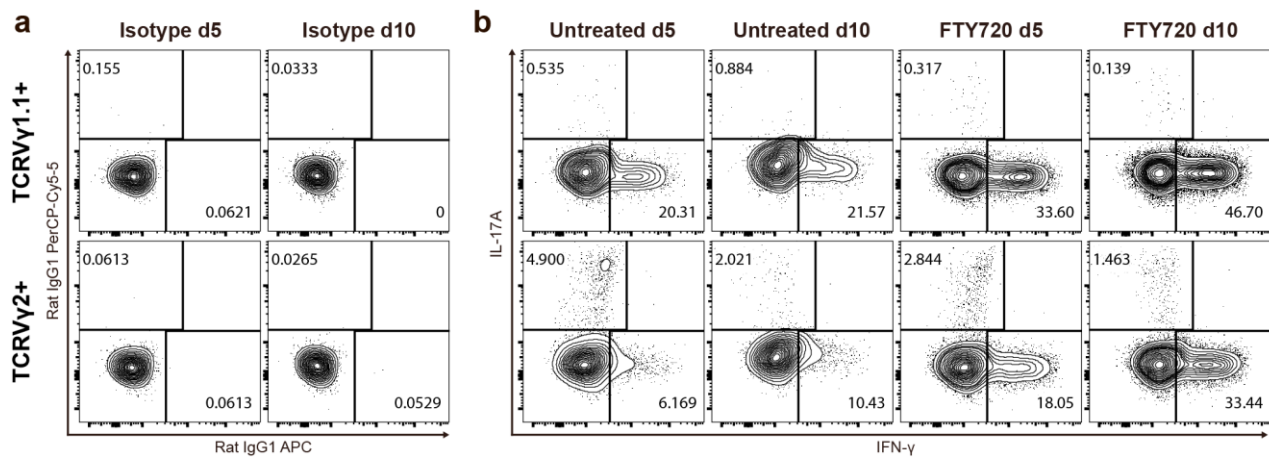

Supplementary Figure 6: IFN- γ -, but not IL-17A-, producing cells accumulate when thymic export is inhibited

Representative flow cytometry plots showing (a) isotype fluorescence signal and (b) the expression of IFN- γ and IL-17A within the Vy1.1⁺ and Vy2⁺ subsets after treatment with FTY720 for 5 or 10 days.

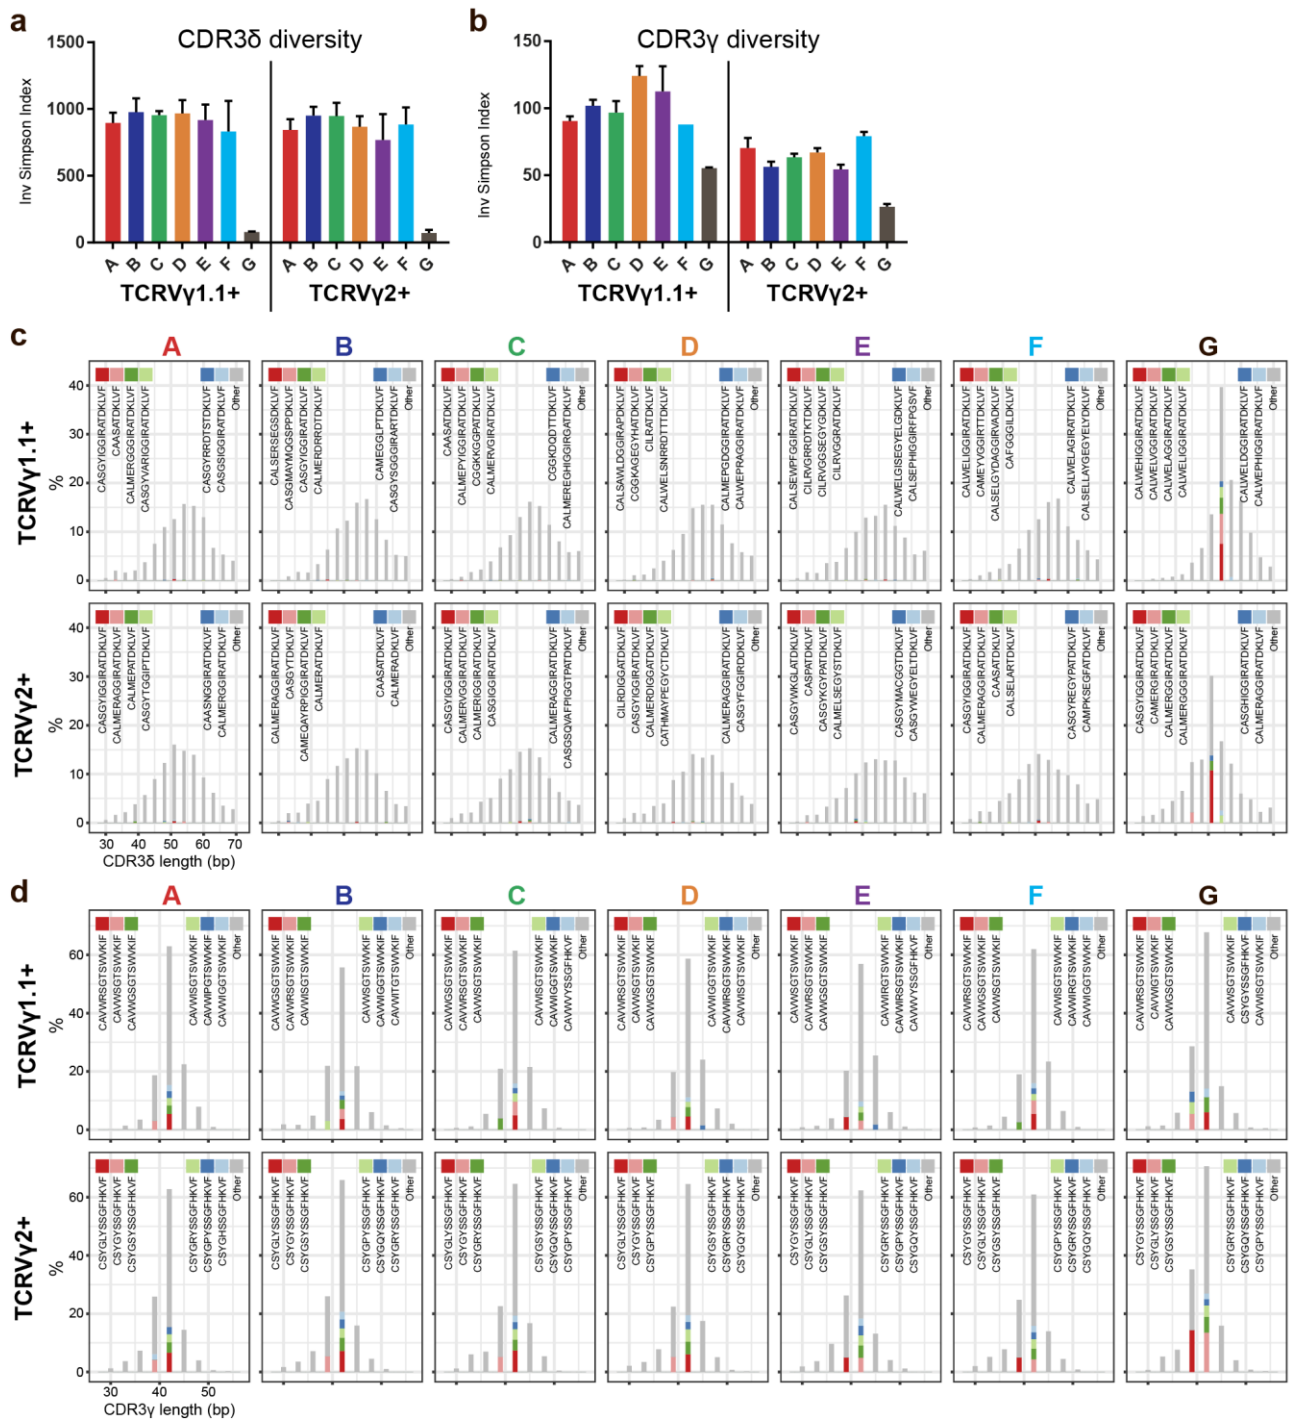

Supplementary Figure 7: The G populations exhibit low TCR diversity

(a,b) Complementarity determining region 3 (CDR3) clonotype diversity calculated by inverse Simpson Indices from RNA-Seq of the A to G populations of (a) CDR3δ and (b) CDR3γ.

(c,d) Stacked bar plots of (c) CDR3δ and (d) CDR3γ showing the frequency (y-axis) of the six most frequent clonotypes within the A to G populations of Vy1.1+ and Vy2+ distributed according to the CDR3 nucleotide length (x-axis).

Supplementary Table 1: Antibodies and reagents

REAGENT	DILUTION	SOURCE	IDENTIFIER
**Antibodies**			
CD3 (145-2C11)	1:200	BioLegend	Cat# 100340
CD3 (145-2C11) BV786	1:200	BD Biosciences	Cat# 564379
CD4 (RM4-5) BV650	1:200	BD Biosciences	Cat# 563747
CD4 (GK1.5) BUV737	1:200	BD Biosciences	Cat# 564298
CD5 (53-7.3) PE	1:400	BD Biosciences	Cat# 553023
CD8 (53-6.7) BV711	1:200	BD Biosciences	Cat# 563046
CD8 (53-6.7) BV650	1:200	BioLegend	Cat# 100742
CD8 (53-6.7) BUV395	1:200	BD Biosciences	Cat# 563786
CD9 (MZ3) PE	1:50	BioLegend	Cat# 124805
CD19 (1D3) BV650	1:200	BD Biosciences	Cat# 563235
CD24 (M1/69) BV421	1:200	BD Biosciences	Cat# 562563
CD24 (M1/69) BV510	1:200	BD Biosciences	Cat# 563115
CD24 (M1/69) BV605	1:200	BD Biosciences	Cat# 563060
CD24 (M1/69) AlexaFluor700	1:200	BD Biosciences	Cat# 564237
CD25 (PC61) BV786	1:200	BD Biosciences	Cat# 564023
CD25 (PC61) AlexaFluor700	1:200	BioLegend	Cat# 102024
CD25 (PC61) APC-Cy7	1:200	BioLegend	Cat# 102026
CD27 (LG.3A10) PE	1:200	BioLegend	Cat# 124210
CD44 (IM7) PE	1:800	BD Biosciences	Cat# 553134
CD45RB (C363-16A) BV421	1:200	BD Biosciences	Cat# 562849
CD45RB (C363-16A) PE	1:6400	BioLegend	Cat# 103307
CD62L (MEL-14) PE	1:6400	BD Biosciences	Cat# 553151
CD73 (TY/11.8) PerCP-eFluor710	1:200	eBioscience	Cat# 46-0731
CD73 (TY/11.8) APC	1:200	BioLegend	Cat# 127210
CD73 (TY/11.8) BV605	1:50	BioLegend	Cat# 127215
CD117 (2B8) BV421	1:50	BioLegend	Cat# 105827
CD117 (2B8) APC-R700	1:50	BD Biosciences	Cat# 565476
CD121a (JAMA-147) PE	1:50	BioLegend	Cat# 113505
CD122 (TM-β1) PE	1:200	BioLegend	Cat# 123209
CD127 (A7R34) BV421	1:50	BioLegend	Cat# 135024
CD127 (A7R34) PE	1:200	BioLegend	Cat# 135009
CD154 (MR1) PE	1:50	BD Biosciences	Cat# 553658
CD160 (7H1) PE	1:50	BioLegend	Cat# 143004
CD186 (221002) PE	1:50	R&D Systems	Cat# FAB2145P
CD192 (475301) PE	1:50	R&D Systems	Cat# FAB5538P
CD196 (29-2L17) APC	1:25	BioLegend	Cat# 129813
CD199 (9B1) PE	1:50	BioLegend	Cat# 129707
CD200 (OX-90) eFluor660	1:50	eBioscience	Cat# 50-5200
CD200 (OX-90) Biotin	1:50	ThermoFisher	Cat# MA5-17979
CD200 (OX-90) BV421	1:50	BD Biosciences	Cat# 565547
CD200R (OX-110) PE	1:50	BioLegend	Cat# 123907
CD314 (C7) PE	1:50	eBioscience	Cat# 12-5882
CD371 (5D3/CLEC12A) PE	1:50	BioLegend	Cat# 143403
CD371 (5D3/CLEC12A) BV421	1:50	BD Biosciences	Cat# 564795
JAML (4E10) PE	1:50	BioLegend	Cat# 128503
Ly-6C (HK1.4) PE	1:400	BioLegend	Cat# 128008
TCRδ (GL-3) PE-CF594	1:200	BD Biosciences	Cat# 563532
TCRβ (H57-597) BV711	1:200	BD Biosciences	Cat# 563135
TCRVy1.1 (2.11) FITC	1:100	BioLegend	Cat# 141104
TCRVy1.1 (2.11) PE	1:200	BioLegend	Cat# 141106
TCRVy2 (UC3-10A6) PE-Cy7	1:200	eBioscience	Cat# 25-5828
TCRVδ6.3/2 (8F4H7B7) PE	1:50	BD Biosciences	Cat# 555321
TCRVδ4 (GL2) eFluor660	1:50	eBioscience	Cat# 50-5702
NK1.1 (PK136) BV650	1:50	BioLegend	Cat# 108736
NK1.1 (PK136) PE	1:50	BD Biosciences	Cat# 553165
IL-17A (TC11-18H10) PerCP-Cy5.5	1:50	BioLegend	Cat# 506920
IFN-γ (XMG1.2) PE	1:50	BD Biosciences	Cat# 554412
IFN-γ (XMG1.2) APC	1:50	BioLegend	Cat# 505810
PLZF (9E12) PE	1:50	BioLegend	Cat# 145803
AHR (T49-550) PE	1:50	BD Biosciences	Cat# 565711
RORγ(t) (B2D) PE	1:50	eBioscience	Cat# 12-6981
Rat IgG1 isotype (RTK2071) PerCP-Cy5.5	1:50	BioLegend	Cat# 400426
Rat IgG1 isotype (R3-34) PE	1:50	BD Biosciences	Cat# 554685
Rat IgG1 isotype (RTK2071) APC	1:50	BioLegend	Cat# 400412
**Chemicals, Peptides, and Recombinant Proteins**			
Fixable Viability Dye eFluor506	1:100	eBioscience	Cat# 65-0866
Fixable Viability Dye eFluor780	1:800	eBioscience	Cat# 65-0865
7-AAD Viability Staining Solution	5:400	BioLegend	Cat# 420404
Streptavidin BV510	1:200	BD Biosciences	Cat# 563261
FTY720		Sigma-Aldrich	Cat# SML0700
TRI Reagent		Sigma-Aldrich	Cat# 93289
1-Bromo-3-chloropropane (BCP)		Sigma-Aldrich	Cat# B9673
Brilliant Stain Buffer		BD Biosciences	Cat# 563794
Glutamax MEM-α		Gibco	Cat# 32561-029

How the deposited data were processed for this re-analysis (not part of the article)

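RNA-Seq was analysed for 28 libraries of γδ thymocytes, 2 for each of the populations A to G in the Vγ1.1+ and in the Vγ2+ subset. The authors pseudoaligned 100-bp paired reads to GRCm38 transcripts with kallisto, summarised them to genes with tximport and processed them with DESeq2; the transcripts are those of Ensembl release 79, and versions of these tools are not stated in the paper's text. The deposited values are on a log2 scale and were taken as normalized for library size by the authors. The paper's text does not state the transformation. From the range and floors of the values, low values were taken as shrunk together within each gene. Differences of weakly expressed genes would then be smaller than on the scale of counts. The matrix holds 22108 genes and no counts or library totals, so neither the depth of a library nor the precision it gives is known; precision was taken from the 2 libraries per group.

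Gene symbols, positions and strands were taken from the GENCODE annotation of GRCm38 and matched 21700 of the 22108 genes (98.2%). The 13588 genes with a log2 value of at least 3.32 in at least 2 libraries were tested, and 8520 were not. One model of 14 groups with 14 residual degrees of freedom was fitted with limma 3.58.1 in R 4.3.3, with a trend of the variance on mean expression. The comparisons were E, F and G with A, B and C; E with G in each subset and the interaction of that difference with the subset; B and C with E, F and G; C with E, F and G; D, E and F with B and C and with G; E with F; F with G; E with all other populations; A with B and C; and V2G with V1G. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Distances between populations were Euclidean over all genes of the file, between means of 2 libraries, and principal components were computed from the 14 group means.

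The comparisons, 16 gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where an alternative is said to have been chosen later; the lists were written after the paper's heat maps of these libraries (Figs. 3g, 4d and 4e) had been seen. The lists held type 1 effector and cytotoxic genes, innate NKT-like genes, the IL-17 programme, naive and recirculating T cell genes, TCR signal-induced genes, inhibitory receptor and intraepithelial genes, NK receptors, proliferation genes, early T progenitor genes, interferon-stimulated genes, markers of erythroid, B, myeloid and dendritic, αβ thymocyte and thymic epithelial cells, and the genes of the sort markers. Each list was tested with limma's camera. Genes are named when the paper's text names them, when they are among the list members with the largest differences past the threshold, or when they are among the 10 largest rises or falls of a comparison without overlap between libraries.

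The paper states that replicates were sequenced in separate runs, so that the replicate number pairs the libraries by run. Across genes, the differences between replicates of 91 pairs of groups correlated at -0.078 to 0.648 (median 0.25), and 78 of these correlations were above 0.1. A fit with the replicate as a block, an alternative set before the data were examined, is given beside the fit without one. The values are from the fit without a block unless the block is named. The procedure was tested on simulated data in which 100 of 13588 genes differed by 1 and 100 by 2 log2 units. At 1 unit, limma recovered 94% of the changed genes for E, F and G with A, B and C, 76% for E with F, 43% for E with G in the Vγ2+ subset and 26% for the interaction. At 2 units it recovered 100%, 100%, 96% and 73%. Among 13388 unchanged genes, it called 13, 12, 3 and 5. The simulated noise was normal and independent between genes and libraries, with 1 SD per gene for all groups and no effect of the run. Replicate differences of the real libraries were correlated, so these figures do not give the error rates in the real data. Alternatives were another minimum for testing, none at all, quantile normalization, a minimum difference, the compared libraries alone, other distances and leaving out single libraries. Flow cytometry, cultures, TCR sequencing and arrays were left out, since no values for them were in the matrix.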

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

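The interaction between population and subset was planned, whereas the tests of the patterns in the later paragraphs were chosen after the result was seen. The difference between E and G depended on the subset for 533 genes by the interaction term of limma (238 higher and 295 lower in the Vγ1.1+ subset), and this difference between groups is why the following genes are given here. Il4 had an interaction of -3.81 (SE 0.67, adjusted p = 0.00228 from limma): E fell further below G among Vγ1.1+ cells. Il17f had one of 2.97 (SE 0.32, adjusted p = 2.39e-05 from limma), with E below G among Vγ2+ cells. The others were Il2ra, the gene of a sort marker, at 2.26 (SE 0.33, adjusted p = 0.000503 from limma), Lag3 at -1.60 (SE 0.40, adjusted p = 0.0277 from limma), Trav21-dv12 at 2.00 (SE 0.51, adjusted p = 0.0305), Trdv5 at 1.18 (SE 0.21, adjusted p = 0.00257) and Trav13-4-dv7 at 1.59 (SE 0.28, adjusted p = 0.0023). Of 19 IL-17 programme genes, 7 had a higher and none a lower interaction (13 and 2 when adjusted over the list alone; adjusted p = 2.53e-09 from limma's camera, adjusted p = 0.25 with an estimated correlation). Of 27 proliferation genes, 10 had a lower and none a higher one (21 when adjusted over the list alone; adjusted p = 3.67e-13 from limma's camera, adjusted p = 0.25 with an estimated correlation). V1E replicate 1 and V2G replicate 1, which both enter the interaction, were both below their replicates for 16 of these 27 genes and above for 3; without the 2 libraries, none of the 27 passed (median -0.91 instead of -1.12), with adjusted p = 3.14e-12 from limma's camera (adjusted p = 0.23 with an estimated correlation), and 5 of the IL-17 genes were higher.

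The count of 533 was 1222 with the replicates as a block and 105 on the compared libraries alone. Without 1 library it was 248 (V2G replicate 1), 251 (V1E replicate 1), 297 (V1G replicate 2), 306 (V1G replicate 1), 311 (V2E replicate 1), 327 (V2E replicate 2), 1508 (V2G replicate 2) or 1919 (V1E replicate 2). On the compared libraries alone, adjusted p from limma was 0.0572 for Il4, 0.0643 for Il2ra, 0.136 for Lag3, 0.106 for Trav21-dv12, 0.135 for Trdv5 and 0.155 for Trav13-4-dv7. The call of Lag3 was lost without V1E replicate 1, V1G replicate 1, V1G replicate 2, V2E replicate 1 or V2G replicate 1, with an interaction of -1.66 to -1.43. That of Trav21-dv12 was lost without any of these or V2E replicate 2, with an interaction of 1.67 to 2.15. Without both V1E replicate 1 and V2G replicate 1, the calls of Lag3 (-1.56), Trav21-dv12 (1.52) and Trav13-4-dv7 (1.13) were lost.

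V1C replicate 2 held more transcripts of other cells than its replicate, although the sort took TCRδ+ cells without CD19. Erythrocyte RNA is a candidate explanation: the median over the erythroid list was 1.63 log2 units higher in V1C replicate 2 than in replicate 1 (at most 0.10 in the other groups), with Bpgm at 13.90 against 10.98 and Fech at 12.95 against 9.51, and the authors removed further erythrocyte transcripts. B cell RNA stays open. The list's median was higher by 0.98 (at most 0.08 elsewhere). Cd79a was 7.81 against 5.71, Ms4a1 6.03 against 4.14 and Cd74 11.61 against 8.49. Cd74 and H2-Aa are also expressed by myeloid and dendritic cells. Cd79b, at 10.84 against 10.75, and the abundant Ighm, at 14.06 against 14.04, hardly differed. Ighm was at 11.8 or more in every library, so it need not register a small share of B cell RNA. Myeloid or dendritic RNA stays open as well, with a median of 0.11 (up to 0.36 elsewhere), Lyz2 at 11.04 against 7.33 and C1qa at 4.19 against 4.82. Single genes of these lists differed between replicates of other groups too. In V2B replicate 1, Cd74 was 10.24 against 7.18 in replicate 2, H2-Aa 6.86 against 4.40 and Lyz2 8.47 against 5.35. The list medians there (replicate 2 minus 1) were -0.27 for B cell and 0 for myeloid and dendritic genes. For V1C replicate 2, no biological explanation was tested, since the design gives none for 1 library.

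V1E replicate 1 and V2G replicate 1 deviated from their replicates alike across genes, with a correlation across genes of 0.65 between the replicate differences of V1E and V2G (genes are not independent replicates). Transcript length or GC content as the whole cause stays open. After a loess trend on both was removed, the correlation was 0.53 (95% bootstrap interval over genes 0.51 to 0.55) and that of the next pair of groups 0.41. Length and GC content were those of each gene's longest annotated transcript, which need not be the one expressed, so a part of the effect may remain. The replicate differences correlated with length at 0.47 in V1E and 0.45 in V2G, and the trend explained 27.8% and 24.4% of their variance. A shared effect of the run on all replicate 1 libraries stays open too. The other 90 pairs had a median of 0.25 and at most 0.543, but V1E with V2G was looked at as the highest of all pairs. These groups also had the largest distances between replicates (72.5 and 68.1), so a run effect of unequal strength cannot be told apart. No biological explanation was tested.

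D libraries of replicate 2 lay nearer to the C libraries of both replicates than those of replicate 1: C replicate 2 was 60.7 from D replicate 2 and 78.1 from D replicate 1 among Vγ1.1+ and 37.8 and 69.1 among Vγ2+ cells, and C replicate 1 was 49.1 and 59.3, and 44.1 and 65.6. The paper reports that the replicate 2 C libraries clustered closer to their D populations than the replicate 1 ones. It gives few cells and less efficient CD200 staining, with cells with CD200 in C, as the likely reason. By distance to D of the same replicate, C replicate 2 lay closer among Vγ2+ cells (37.8 against 65.6). Among Vγ1.1+ cells it did not (60.7 against 59.3). Cells with CD200 in C could act on the distances of C replicate 2 alone, and this explanation stays open. Cd200 differed between replicates (2 minus 1) by -0.29 and -0.43 in C. In the populations other than C and D, it differed by -0.95 to 0.67. On a line from B (0) to E (1), however, the position of C differed by -0.13 and -0.06, away from E and against this explanation. Fewer CD200-high cells in the replicate 2 D libraries stays open as well: on that line the position of D differed by -0.29 in both subsets, but its Cd200 differed by -0.86, within that range, and -1.14. A shared run alone would not bring C replicate 1 nearer to D of the other run, as was seen in both subsets (49.1 against 59.3, and 44.1 against 65.6). These distances argue against it for C replicate 1. For C replicate 2 a shared run stays open. The sum of the same-run distances between C and D minus that of the distances across runs was -7.2 and -9.8, and the 40 other pairs of populations had -19.9 to -0.2. No biological explanation was tested, and without both replicate 2 D libraries 3929 genes passed between D, E and F and B and C.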

How the results depend on the processing

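The alternatives without V1E replicate 1 and V2G replicate 1 together, without both replicate 2 D libraries and, for gene lists in C, without V1C replicate 2 were chosen after the values were seen. Quantile normalization and a stricter or no minimum for testing left each count of genes within 1.5 times its value, and so did the block in all but 3 comparisons. The block ended no list call and added 7. With an absolute log2 difference of at least 1, which by construction can only lower a count, 888 genes passed for E, F and G with A, B and C, 1221 and 1836 for E with G in the Vγ1.1+ and Vγ2+ subset, 591 for D, E and F with B and C, 1313 for D, E and F with G, 875 for V2G with V1G, 871 for B and C with E, F and G, 787 for C with E, F and G, 122 for E with F, 1211 for F with G, 504 for E with the rest and 1793 for A with B and C. With the replicates as a block, 1222 genes passed for the interaction, 478 for E with F and 2745 for D, E and F with B and C of the Vγ1.1+ subset; this last count was 1783 without a block, 1126 on the compared libraries alone and 985 without both replicate 2 C libraries. On the compared libraries alone, which leaves fewer residual degrees of freedom, 720 and 1448 genes passed for E with G, 105 for the interaction, 485 for V2G with V1G and 141 for E with F; for E with the rest this alternative is the same fit. Without both replicate 2 C libraries, 1614 passed for C with E, F and G, and without V1E replicate 1 and V2G replicate 1, 198 for the interaction; the cause was not tested. The ratio of the F to G over the E to F distance was 5.046 (Vγ1.1+) and 4.468 (Vγ2+) after the variance between replicates was subtracted from the squared distances. It was 2.748 and 6.592 as 1 minus Pearson correlation, and in the Vγ2+ subset 2.129 as the mean over 4 library pairs and 2.056 in replicate 1. The first component held 56.5% with the 500 most variable genes and 34.4% with 28 single libraries. As shares of the summed Vδ values, each of the paper's 4 Vδ segments was higher in at least 1 subset, instead of 2 of them, as were 12 instead of 5 of all 14 Vδ genes, and Trdv5 in the Vγ2+ subset was 0.34 instead of -0.12, which had not passed; the sum itself changed by -0.35 and -0.46 log2 units in the Vγ1.1+ and Vγ2+ subset, and this raises each gene's difference by as much. Of 208 list tests, 121 passed with the preset and 26 with an estimated correlation. Of the single-gene differences, the block ended no call and added 5, quantile normalization ended none and added 3, the compared libraries alone ended 8 and added 2, leaving out both replicate 2 C libraries ended 2, and leaving out V1E replicate 1 and V2G replicate 1 ended 9 and added 1. A pseudocount was not run, since the values are logarithms.

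When each library was left out in turn, the remaining one of its group was assumed to vary like the other groups. The counts then ran from 5281 to 6117 for E, F and G with A, B and C; 986 (without V1G replicate 1) to 2677 and 1949 (without V2G replicate 1) to 4016 for E with G in the Vγ1.1+ and Vγ2+ subset; 248 (without V2G replicate 1) to 1919 (without V1E replicate 2) for the interaction; 4197 to 5176 for B and C with E, F and G; 2129 (without V1C replicate 2) to 4053 for C with E, F and G; 3186 to 4053 for D, E and F with B and C, 1008 (without V1C replicate 2) to 2700 (without V1E replicate 2) in the Vγ1.1+ and 2695 (without V2B replicate 1) to 4082 in the Vγ2+ subset, where it had been 4183; 3640 to 5398 for D, E and F with G; 109 (without V2E replicate 1) to 466 (without V1E replicate 2) for E with F; 2561 to 4234 for F with G; 1615 (without V2E replicate 1) to 3201 for E with the rest; 5446 to 6277 for A with B and C; and 735 (without V1G replicate 2) to 1748 for V2G with V1G. The ratio of distances ran from 1.05 (without V1E replicate 2) to 1.875 among Vγ1.1+ and from 1.911 (without V2E replicate 2) to 3.018 (without V2G replicate 2) among Vγ2+ cells. The depth of the libraries is unknown, so it cannot be said which absent calls it limits.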

Differences from the paper's values

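No test was added after the values were seen for this part. A value of the paper was counted as different only if it passed both a ratio of 1.5 and the replicate SD, and none passed both. Over the 42 distances printed in Fig. 3, the values here were 0.73 to 0.93 times the paper's (median 0.85, Spearman 0.993), and with the mean of the 4 library pairs, an alternative set before the data were examined, 0.88 to 1.11 times (median 0.93). The paper's share for the first principal component is about 47%, in Fig. 3, and the share here 40.9%, a gap larger than the replicate SD of 1.53.

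The paper states that D, E and F are enriched for 4 TCR Vδ segments over B and C, and its measure is the share of the reads aligned to the Vδ locus. On the log2 scale of expression, which is another measure, Trav21-dv12 (2.50) and Trav15-1-dv6-1 (0.75) passed as higher among Vγ1.1+ cells; among Vγ2+ cells they differed by -0.77 and -0.38. Trdv5 was lower, at -0.85, among Vγ1.1+ cells and differed by -0.12 among Vγ2+ cells, and Trav13-4-dv7 differed by -0.16 and 0.08. As shares of the summed Vδ values, an alternative set before the data were examined and the nearer one to the paper's measure, Trdv5 (0.34) and Trav13-4-dv7 (0.54) were higher among Vγ2+ cells, so that each of the 4 segments was higher in 1 subset, as were, in at least 1, 12 of all 14 Vδ genes (5 of 14 on the log2 scale), since the sum changed by -0.35 and -0.46 log2 units in the 2 subsets, while Trdv5 stayed lower among Vγ1.1+ cells, at -0.50. The paper gives Id3, Lag3 and Tigit as highest and Sox13, Bcl11b and Thy1 as lowest in E, and over these 6 genes and 2 subsets this held for 10 of 12 mean values. Id3 was highest in E in the Vγ1.1+ subset (14.84), but in the Vγ2+ subset E, at 14.24, lay beside B at 14.29, D at 14.26 and F at 14.22.

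Bcl11b was lowest in E in the Vγ1.1+ subset (12.03), as stated, and in the Vγ2+ subset V2G, at 12.59, was lower than V2E, at 12.69. Lag3 was highest in E in both subsets, with V1G at 7.74 close to V1E at 7.88. The paper states that Zbtb7b and Zbtb16 are enriched in the Vγ1.1+ G population. Its Discussion gives PLZF as the product of Zbtb7b and ThPOK as that of Zbtb16, whereas its Results give PLZF as the product of Zbtb16. Here, as in its Results, Zbtb16 is taken as the gene of PLZF, and Zbtb7b as that of ThPOK. Zbtb16 was higher in V1G than in V2G, at 11.16 against 9.22, while Zbtb7b was 9.75 in V1G and 9.14 in V2G (adjusted p = 0.445 from limma). The paper names CD27, CD44, CCR6 and NK1.1, measured at the surface, for the effector cells that it finds enriched in the 2 G populations. Of their mRNAs, Ccr6 differed between V2G and V1G (6.00), while Cd44 (0.42, adjusted p = 0.509 from limma) did not pass, and Cd27 (-0.56) and Klrb1c (-1.51) did not pass without a block and passed with the replicates as a block (adjusted p = 0.0104 and 0.00467 from limma), an alternative set before the data were examined. Cd27 also passed after quantile normalization (0.0403).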

Other observations

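The counts over other splits of the libraries were planned, and only the value of Igkv10-96 was looked up after it had been seen. The CD25+ A populations were set apart from B and C by proliferation, interferon and homing genes. All 27 proliferation genes were higher in A (27 when adjusted over the list alone), such as Mki67 by 2.53 (SE 0.34) and Cenpe, a mitotic kinesin, by 2.51 (SE 0.34). Of 10 interferon-stimulated genes, 8 were lower and none was higher (8 when adjusted over the list alone), with Ifit3 at -3.50 (SE 0.17) and Irf7, a transcription factor of the interferon response, at -2.68 (SE 0.13). Of 15 naive and recirculating T cell genes, 14 were lower and 1 was higher (14 and 1 when adjusted over the list alone): S1pr1 was lower, at -4.42 (SE 0.15), and Klf2, a transcription factor that switches S1pr1 on, at -2.86 (SE 0.15). Rorc was lower in A, at -4.48 (SE 0.38), and Itgae at -4.25 (SE 0.22), while Bcl11a, a progenitor transcription factor, was higher by 2.55 (SE 0.26). Of 14 early T progenitor genes, 4 were higher, 3 were lower and 7 did not pass (4 and 3 when adjusted over the list alone); their median was -0.08 and their mean 0.11.

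Markers of other cells were lower in A than in B and C for 6 of 8 αβ thymocyte genes, such as Cd8b1 at -4.06 (SE 0.38), and for 4 of 8 B cell genes, with none higher (6 and 4 when adjusted over the list alone). Of 3 erythroid genes 1 was lower, of 5 thymic epithelium genes 1 was higher, and of the 6 sort marker genes 2 were higher, as the gates require for Il2ra. limma called 6423 genes between A and B and C, 3266 higher and 3157 lower in A, and 1793 with an absolute log2 difference of at least 1. It gave adjusted p = 5.53e-06 for Mki67, 1.59e-11 for Ifit3, 2.62e-13 for S1pr1 and 1.34e-08 for Rorc. limma's camera gave the naive list adjusted p = 3.27e-07 (0.0479 with an estimated correlation) and the αβ list 0.000856 (0.0479). The calls for the proliferation list at 2.12e-16 and the interferon list at 2.16e-06 were lost (adjusted p = 0.0575 with an estimated correlation for each), as was that for the B cell list at 0.0375 (adjusted p = 0.583 with an estimated correlation).

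Interferon-stimulated genes were also lower in E than in G: 7 of 10 in the Vγ1.1+ and 5 in the Vγ2+ subset, with none higher (9 and 6 when adjusted over the list alone). limma's camera gave adjusted p = 6.45e-08 and 0.00427 (adjusted p = 0.034 and 0.159 with an estimated correlation). Igkv10-96, an immunoglobulin light chain segment that T cells do not rearrange, ranged from 2.63 in V2F replicate 1 to 10.10 in V2B replicate 1.

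Other splits of the same libraries into groups of the same sizes were fitted as 2 groups, with the subset as a covariate. They moved single libraries and so could separate replicates of a population, which the real split kept together. The median count over other splits was 0 in each comparison, and these splits cannot decide whether chance explains a count. The real split gave the highest count for E, F and G with A, B and C (2976 genes against at most 1912 in 100 splits), D, E and F with B and C (2889 against 715) and D, E and F with G (4116 against 1736). It did so as well for B and C with E, F and G (2855 against 2), C with E, F and G (1194 against 3), F with G (2590 against 0 in 34 splits) and A with B and C (6133 against 5). For E with F the counts were 192 against 39 in 34 splits, where the split of 39 was that by sequencing run. For E with the rest, the real split called 341 genes in the model of 2 groups, against 2621 in the model of 14 groups. Of 100 splits, 3 reached 341, the real one included, and 1 of the others, which put 3 libraries of A with 1 of C, gave 1600. So large a count for another split points to a structure of the samples.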
